# Macrophage-derived *Spp1* promotes intramuscular fat in dystrophic muscle

**DOI:** 10.1172/jci.insight.181946

**Published:** 2025-07-08

**Authors:** Philip K. Farahat, Chino Kumagai-Cresse, Raquel L. Aragón, Feiyang Ma, Justin K. Amakor, Alejandro Espinoza, Irina Kramerova, Robert J. Jimenez, Bradley M. Smith, Jesus Perez, Rachelle H. Crosbie, Apoorva H. Nagendra, Jackie McCourt-Towner, Gerald Coulis, Oluwatayo F. Ikotun, April D. Pyle, Matteo Pellegrini, Elizabeth M. McNally, S. Armando Villalta, Melissa J. Spencer

**Keywords:** Genetics, Muscle biology, Monogenic diseases, Muscle

## Abstract

Duchenne muscular dystrophy (DMD) is a progressive muscle wasting disorder involving cycles of muscle degeneration and regeneration, leading to accumulation of intramuscular fibrosis and fat. Ablation of Osteopontin/*Spp1* in a murine model of DMD (*mdx*) improves the dystrophic phenotype, but the source of Spp1 and its impact on target cells in dystrophic muscles remain unknown. In dystrophic muscles, macrophages are the predominate infiltrating leukocyte and express high levels of Spp1. We used macrophage-specific ablation combined with single-cell transcriptional profiling to uncover the impact of macrophage-derived Spp1 on cell-cell interactions in *mdx* muscles. Ablation of macrophage-specific *Spp1* (*cKO*) correlated with reduction of 2 PDGFRa^+^ stromal cell populations, expressing *Lifr^+^* and *Procr^+^*. Sorting and transcriptional profiling of these populations confirmed that they are enriched in adipogenesis genes and are highly related to fibroadipogenic precursors (FAPS). These adipogenic stromal cells (ASC) displayed more adipogenic potential in vitro compared with FAPS, likely due to a more differentiated state. Reduction of ASCs correlated with reduced intramuscular diaphragmatic fat and improved diaphragm function. These data suggest a role for myeloid-derived Spp1 in the differentiation of stromal cells towards an adipogenic fate, leading to accumulation of intramuscular fat in dystrophic muscles.

## Abstract 2

Macrophage-derived Spp1/osteopontin promotes differentiation of stromal cells towards an adipogenic fate, which correlates with accumulation of intramuscular fat and worsened function in dystrophic muscles.

## Introduction

Duchenne muscular dystrophy (DMD) is one of the most common inherited, lethal childhood diseases. This X-linked recessive disorder is caused by mutations in the *DMD* gene encoding dystrophin (1), an important sarcolemmal membrane protein that protects myofibers from contraction-induced injury (2–4). The lack of functional dystrophin in DMD leads to chronic cycles of muscle degeneration and regeneration and accumulation of TGFb (5).

In acute muscle injury, healthy muscle repair follows a carefully orchestrated process that is initiated by infiltration of neutrophils and then Ly6c^hi^, F4/80^lo^ monocytes to the damaged area (6–8). These monocytes differentiate from a proinflammatory M1 phenotype towards a proregenerative macrophage phenotype (Ly6c^lo^, F4/80^hi^) (8–11). Progression from a proinflammatory microenvironment, induced by M1-like macrophages, to a proreparative microenvironment, induced by M2-like macrophages, is crucial for regulating stromal cell extracellular matrix secretion and growth factors that support regeneration (12, 13). This phenotypic switch is accompanied by acute activation and expansion of stromal cells, including fibroadipogenic progenitor cells (FAPs) and fibroblasts, which lay down the connective tissue that provides structural support for the damaged site (13). Infiltrating myeloid cells are also essential for activation of muscle stem cells (MuSC) that regenerate myofibers (12, 14, 15). The microenvironment established by this precisely regulated inflammatory and stromal cell response is crucial for proper muscle regeneration.

In the setting of chronic damage and repair, such as in DMD muscles, a dysregulated inflammatory response leads to the prolonged presence of both proinflammatory and proregenerative macrophages and accumulation of the profibrotic cytokine, TGF-β (5, 16). While evidence of M1 and M2 macrophage activation has been documented in dystrophic muscle (8, 9) more recent studies have challenged the view that the M1 and M2 paradigm accurately reflects the molecular phenotype and function of dystrophic muscle macrophages. Single-cell transcriptomic studies showed that skeletal muscle resident macrophages and recruited monocytes acquire a molecular signature characterized by high expression of *Lgals3*, *Spp1*, *Trem2*, *Gpnmb*, and *Cd9*, none of which are classic markers of M1 or M2 activation (11). This dysregulated macrophage state, combined with profibrotic signaling through TGF-β, hinders muscle regeneration while promoting muscle fibrosis and accumulation of intramuscular adipose tissue (IMAT) (17–19). The source of IMAT has been previously attributed to FAPS (12–14).

We previously identified osteopontin (Spp1) as a modifier of TGF-β1 expression that promotes dystrophic disease in *mdx* muscle (6, 8, 20, 21). Spp1 is a ubiquitously expressed, matricellular protein that is highly upregulated in dystrophic muscle (6). Global knockout of *Spp1* in *mdx* mice led to an improved dystrophic phenotype, including increased muscle function, increased muscle regeneration, reduced proinflammatory (M1) muscle macrophages, reduced *TGF-*β*1* expression, and reduced collagen deposition, compared with *Spp1-*sufficient *mdx* mice (6, 8, 20, 21).

Spp1 is a ubiquitously expressed protein that can be secreted or reside intracellularly. It is involved in a diverse array of biological processes and signaling pathways. In the extracellular matrix, Spp1 engages multiple cell surface receptors such as integrins, CD44, and components of the ECM such as heparin (22, 23). In the dystrophic niche, Spp1 is expressed by a variety of cell types, including immune cells, stromal cells, muscle fibers, endothelial cells, and muscle stem cells (24). Importantly, Spp1 is posttranslationally modified by phosphorylation, glycosylation, and transglutamination and is cleaved by thrombin and metalloproteases. Thus, depending on the cellular source of Spp1, its posttranslational modifications, and the proximity of receptors, the effects on target cells can vary. However, the influence of cell-specific Spp1 on different target cells within the highly dynamic dystrophic niche remains poorly understood.

Here, we generated myeloid-specific conditional knockouts of *Spp1* (*cKO*) and used scRNA-seq to evaluate how myeloid cell–derived Spp1 impacts the cellular milieu of dystrophic skeletal muscles. We demonstrated that cKO muscles showed reduction of a stromal cell subpopulation that is highly adipogenic, referred to as adipogenic stromal cells (ASCs). ASCs are highly related to FAPS but show an enhanced lipid profile. These changes also correlate with reduced intramuscular fat and improved muscle function. Therefore, myeloid-derived Spp1 contributes to fat accumulation by promoting differentiation of stromal cells towards an adipogenic fate and contributing to worsened dystrophic disease.

## Results

### Myeloid cell–derived Spp1 promotes immune cell infiltration of neutrophils, T and B cells, and has the opposite effect on macrophages in dystrophic muscles.

We generated myeloid specific, *Spp1* conditional knockout mice (*cKO*) and assessed cellular profiles using single cell RNA-seq (scRNAseq) to determine how myeloid cell–derived *Spp1* impacts cellular profiles within dystrophic muscles (Supplemental Figure 1 shows the construct used to generate the mice; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181946DS1). Mononucleated cells were isolated from limb and diaphragm muscle of 3-month-old cKO (*n* = 3) and mdx control (*n* = 3) mice followed by scRNAseq using the 10x Genomics platform. 

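Each genotype gave 1 library of mononucleated cells, with 7156 cells from mdx and 10657 from cKO muscle in the deposited table. The paper gives the age as 3 months in the text and 12 weeks in the figure legend, and 3 mice per genotype. The table does not tell the mice apart, so there is no spread between mice, no test was run, and every interval is an exact (Clopper-Pearson) 95% binomial interval or, for a ratio of shares, a 95% log interval, covering counting error only. For each cell the table holds the count of unique molecular identifiers (UMIs, which tag single transcripts), the number of genes detected, the mitochondrial share of UMIs, 2 cell cycle scores and a cluster number. The UMIs summed to 43185486 in mdx and 59240298 in cKO.
Immune cells held more UMIs per cell in mdx. Macrophages had a median of 8329.5 UMIs per cell in mdx and 5443 in cKO, neutrophils 3606 and 1780.5, and T cells 3536 and 2040. All 12 immune clusters had a higher median in mdx, by 1.26-fold to 1.82-fold. Endothelial cells ran the other way, with a median of 3595 UMIs in mdx and 5343.5 in cKO, as did muscle stem cells, with 4564 and 6850. Stromal cells as a whole had a median of 4227 in mdx and 5465 in cKO. Yet stromal clusters 0, 2 and 6 each had the higher median in mdx (ratios of mdx to cKO of 1.45, 1.45 and 2.44). Cluster 6, the lowest of these 3 in UMIs, held 59.9% of mdx stromal cells. Stromal cluster 17 had the higher median in cKO, with 2781.5 UMIs in mdx and 4053.5 in cKO (ratio of mdx to cKO of 0.686). Over all cells the median was 4154.5 UMIs and 1376 genes in mdx and 4696 UMIs and 1816 genes in cKO, while the mean number of UMIs was higher in mdx (6035 against 5559). The median mitochondrial share was 3.57% in mdx and 3.60% in cKO.
The submitters' processing notes name Cell Ranger 7 and the mouse build mm10. The authors then normalized, combined and clustered the cells in Seurat, and the deposited clusters, made at a resolution of 0.5, number 20. The methods state limits of at most 20% mitochondrial UMIs and 200 to 1800 genes per cell. Cells in the table held 105 to 7094 genes and at most 9.99% mitochondrial UMIs, and 4516 of the mdx and 5251 of the cKO cells lay within the stated limits. All deposited cells were used, no doublets were called, and the levels of single genes, Spp1 included, were not analysed here.

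**Figure D1:**
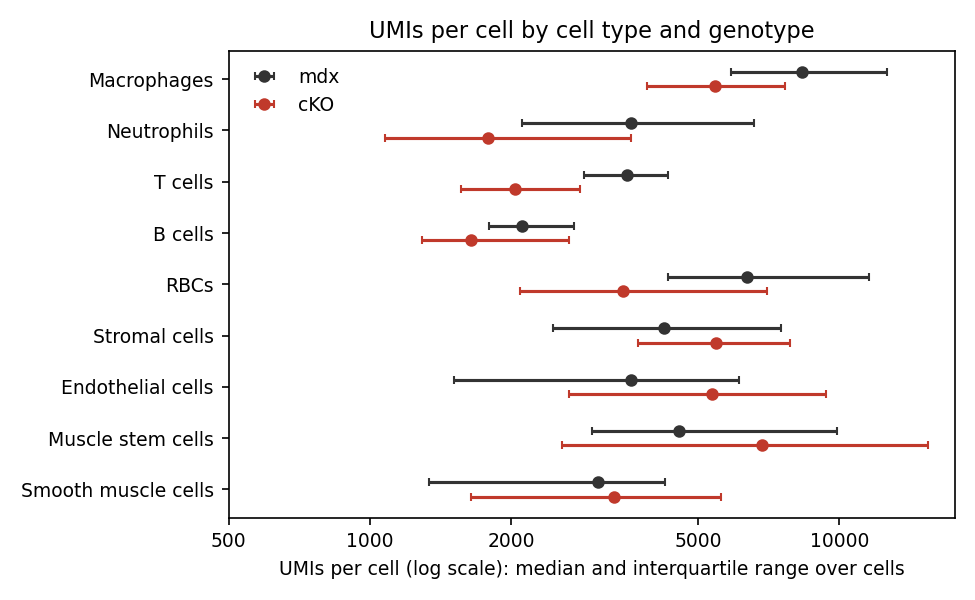
UMIs per cell (x axis, log scale) for each of the 9 cell types (y axis) in mdx (black) and cKO (red), where points are medians and bars the interquartile range over cells. Macrophages, neutrophils, T cells, B cells and RBCs have the higher median in mdx, and the other 4 types have it in cKO. Of the stromal clusters, 0, 2 and 6 each have the higher median in mdx, and cluster 17 has it in cKO.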

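Immune cells, counted as macrophages, neutrophils, T cells and B cells together, made up 65.4% of mdx cells (95% interval 64.3 to 66.5) and 67.2% of cKO cells (66.3 to 68.1). Red blood cells made up 2.61% of mdx cells (2.26 to 3.01) and 1.53% of cKO cells (1.31 to 1.78). Endothelial cells were 1.47% of mdx cells (105 cells, 1.20 to 1.77) and 1.60% of cKO cells (170 cells, 1.37 to 1.85), a difference over all cells within counting error. Smooth muscle cells were the rarest type in both libraries, with 21 cells in mdx and 54 in cKO, a ratio of cKO to mdx shares of 1.73 (1.04 to 2.86), which was 1.63 (0.977 to 2.70) among cells with at least 500 genes and, chosen after seeing the data, 1.42 (0.861 to 2.36) without cluster 6. The ratio of cKO to mdx shares of the rarer types depended on the setting. Without macrophages in the denominator it was 1.59 (1.25 to 2.03) for endothelial cells and 0.857 (0.697 to 1.05) for RBCs, against 1.09 (0.854 to 1.38) and 0.585 (0.475 to 0.721) over all cells. In settings chosen after seeing the data it was, for RBCs, 1.42 within the limits stated in the methods and 1.12 (0.910 to 1.37) without macrophages and stromal cells. Without those cells it was 2.07 for endothelial cells and 3.29 for smooth muscle cells. The limits kept 35.3% of mdx and 66.9% of cKO RBCs, which raises the value of 1.42.
Macrophages comprised clusters 1, 3, 4, 11 and 12 of the deposited clustering, stromal cells clusters 0, 2, 6 and 17, neutrophils clusters 7, 9 and 13, T cells clusters 5 and 8, and B cells clusters 10 and 15. RBCs, endothelial cells, muscle stem cells and smooth muscle cells were 1 cluster each (14, 16, 18 and 19). These names were assigned by cell number. For each cell type in the paper's supporting data values, all 1048575 sets of the 20 clusters were compared with its numbers of mdx and cKO cells, and exactly 1 set matched in both genotypes. The 9 matching sets shared no cluster and used all 20. The numbers of cells per type are therefore the study's own, and their equality with its shares is no separate check of them.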

We analyzed 10,657 cells from cKO muscle and 7,156 cells from mdx muscle, revealing nine major cell types (Figure 1A), including stromal cells and immune cells such as macrophages, neutrophils, T cells and B cells (Figure 1C). Macrophages are the primary source of Spp1 in dystrophic muscle (Figure 1, E and F). Lyz2Cre primarily impacted Spp1 in macrophages (Figure 1F).

We further analyzed how cellular frequencies changed by myeloid-specific deletion of Spp1 (Figure 1D). Our prior studies showed that global *Spp1* knockdown correlated with a significant decrease in neutrophils in 4-week-old muscle (8). Ablation of myeloid-derived *Spp1* resulted in a decreased frequency of neutrophils (NP), as well as reductions in the frequencies of T and B cells (Figure 1B). 

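Neutrophils, the first phagocytes to enter injured tissue, made up 18.3% of mdx cells (1311 cells, 95% interval 17.4 to 19.2) and 10.9% of cKO cells (1164 cells, 10.3 to 11.5). The ratio of the cKO share to the mdx share was 0.596 (0.554 to 0.641). T cells made up 18.4% of mdx cells (1316 cells, 17.5 to 19.3) and 8.40% of cKO cells (895 cells, 7.88 to 8.94), a ratio of 0.457 (0.422 to 0.494). B cells showed the lowest ratio of the 3 types, 0.321 (0.282 to 0.366), with 9.46% of mdx cells (677 cells, 8.79 to 10.2) and 3.04% of cKO cells (324 cells, 2.72 to 3.38).
The 2 clusters of T cells differed. Cluster 5 made up 13.5% of mdx cells (12.7 to 14.3) and 4.03% of cKO cells (3.67 to 4.43), whereas cluster 8 made up 4.90% (4.42 to 5.43) and 4.36% (3.98 to 4.77), a ratio of 0.890 whose interval (0.777 to 1.02) includes 1. Each neutrophil cluster had a lower share in cKO, with 8.94% and 6.37% for cluster 7, 5.97% and 3.02% for cluster 9, and 3.41% and 1.53% for cluster 13. Both B cell clusters were lower as well, at 6.83% and 2.16% for cluster 10 and 2.63% and 0.882% for cluster 15.
Because shares within a library depend on each other, the ratios were also taken without macrophages in the denominator, where they were 0.873 (0.814 to 0.937) for neutrophils, 0.669 (0.620 to 0.722) for T cells and 0.471 (0.414 to 0.535) for B cells. Without macrophages and stromal cells, a denominator chosen after seeing the data, the ratio was 1.14 (1.07 to 1.21) for neutrophils, 0.870 (0.812 to 0.933) for T cells and 0.613 (0.542 to 0.693) for B cells. These 3 types were 3304 of the 3649 mdx cells and 2383 of the 2851 cKO cells counted there. Fewer T cells and B cells would raise the neutrophil ratio there, and more neutrophils would lower the T cell and B cell ratios. None of the 3 ratios can therefore show which type changed in number.

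**Figure D2:**
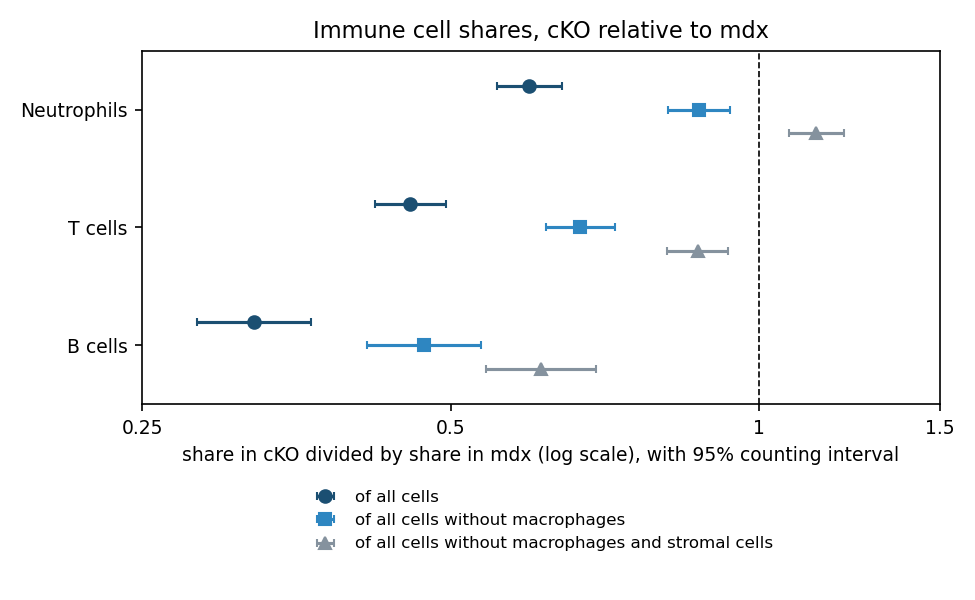
Share in cKO divided by share in mdx (x axis, log scale) for neutrophils, T cells and B cells, each over 3 denominators (marker shape), where bars are 95% counting intervals and the dashed line marks equal shares. T cells and B cells lie below 1 over each denominator, and neutrophils lie at 0.596, 0.873 and 1.14. Without macrophages and stromal cells these 3 types shift each other's ratios, so none of those values shows which type changed in number.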

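Macrophages made up 19.2% of mdx cells (1376 cells, 95% interval 18.3 to 20.2) and 44.9% of cKO cells (4781 cells, 43.9 to 45.8), a ratio of 2.33 (2.22 to 2.46). Over the same cells the summed share of neutrophils, T cells and B cells was 46.2% in mdx (45.0 to 47.3) and 22.4% in cKO (21.6 to 23.2). Of the macrophage clusters, cluster 3 had the highest ratio of the cKO share to the mdx share, 3.80 (3.30 to 4.38), with 2.99% of mdx cells (2.61 to 3.41) and 11.4% of cKO cells (10.8 to 12.0). Cluster 1 made up 5.97% of mdx and 15.3% of cKO cells, cluster 4 made up 3.94% and 10.5%, and cluster 12 made up 2.40% and 3.88%. Cluster 11 alone did not differ beyond counting error, at 3.93% of mdx cells (3.49 to 4.40) and 3.80% of cKO cells (3.45 to 4.18). Among cells within the limits stated in the methods, 249 macrophages in mdx and 1783 in cKO, the ratio was 6.16, a setting chosen after seeing the data. The limits kept 18.1% of mdx and 37.3% of cKO macrophages, which raises this ratio.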

Intriguingly, an increase in the proportion of macrophages was observed in the cKO, which could be due to an autocrine effect of *Spp1* on macrophage survival, proliferation, or infiltration, or to concomitant decreases in other immune cell populations. While muscle stem cells were not well represented in the single-cell data set, they were identified by the marker Pax7 (Figure 1C) and were shown to also have high Spp1 expression (Figure 1F). It should be noted that these cells are underrepresented in the current data set because the cell isolation protocol was not optimized for recovering muscle stem cells. Additionally, Spp1 expression is observed in several immune cell types and stromal cells, consistent with previous reports in the literature. 

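Muscle stem cells, the resident progenitors that regenerate myofibers, were 1 cluster of 32 cells in mdx and 81 cells in cKO. They made up 0.447% of mdx cells (95% interval 0.306 to 0.631) and 0.760% of cKO cells (0.604 to 0.944), a ratio of 1.70 (1.13 to 2.56). Without macrophages and stromal cells in the denominator, a choice made after seeing the data, the ratio was 3.24 (2.16 to 4.86). Other settings gave intervals that include 1, with 1.47 (0.932 to 2.31) when the 5% of cells with the most UMIs were left out and, chosen after seeing the data, 1.84 (0.978 to 3.47) within the limits stated in the methods and 1.40 (0.932 to 2.11) without cluster 6. Their mitochondrial share was the highest of the 9 types, with a median of 6.13% of UMIs in mdx and 5.96% in cKO. So few cells leave a wide counting interval.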

When UMAPs were viewed by genotype, there was a striking absence of one stromal cell type in cKO compared with mdx (Figure 1D); however, no difference in the overall percentage of stromal cells was observed in the 2 genotypes (Figure 1C).

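Stromal cells as a whole made up 29.8% of mdx cells (2131 cells, 95% interval 28.7 to 30.9) and 28.4% of cKO cells (3025 cells, 27.5 to 29.3), a ratio of 0.953 (0.910 to 0.999). The ratio was 0.976 (0.931 to 1.02) among cells with at least 500 genes and 0.988 (0.942 to 1.04) among those with at least 1000 UMIs, so both intervals include 1, and within the limits stated in the methods, a setting chosen after seeing the data, it was 0.776 (0.723 to 0.834). A single stromal cluster, cluster 6, accounted for 17.8% of mdx cells (1277 cells, 17.0 to 18.8) and 0.403% of cKO cells (43 cells, 0.292 to 0.543). Of the cells in cluster 6, 96.7% came from mdx. The 2 large remaining stromal clusters were higher in cKO. Cluster 0 made up 7.06% of mdx cells (6.47 to 7.68) and 14.7% of cKO cells (14.0 to 15.4), and cluster 2 made up 3.76% (3.33 to 4.23) and 12.6% (12.0 to 13.3). Cluster 17, the smallest, made up 1.12% of mdx cells (80 cells) and 0.676% of cKO cells (72 cells).
Cluster 6 cells had a median of 3011 UMIs in mdx and 1235 in cKO, against 8251 and 5685 in cluster 0. The 43 cKO cells in the cluster differed from the mdx cells in other ways too, with mitochondrial shares of 0.221% to 4.73% between quartiles (2.28% to 3.97% in mdx) and 53.5% called S or G2M phase (20.3% in mdx). The phase call alone does not show cycling. Median S and G2M scores of these 43 cells were -0.0113 and -0.0285, and 5 had a score above 0.2 (2 of 1277 in mdx). In cKO cells of T cell cluster 5, 62.6% were called S or G2M phase but 0.698% had a score above 0.2. The ratio for all stromal cells rose above 1 when macrophages were left out of the denominator (1.40) and, in a setting chosen after seeing the data, when cluster 6 was left out (1.93).

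**Figure D3:**
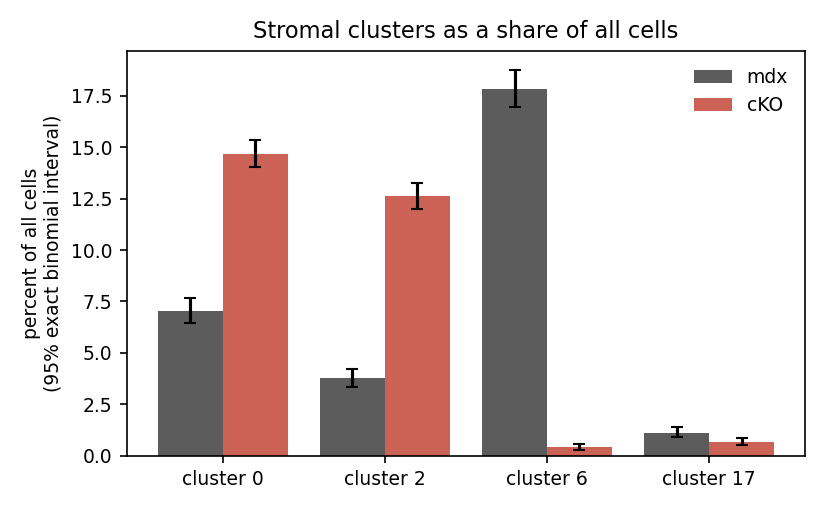
Percent of all cells of the library (y axis) in each of the 4 stromal clusters (x axis) in mdx (black) and cKO (red), where bars start at 0 and error bars are 95% exact binomial intervals. Cluster 6 stands at 17.8% in mdx and 0.403% in cKO, and clusters 0 and 2 are higher in cKO.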

### Myeloid-specific deletion of Spp1 does not dramatically impact monocyte subtypes.

To determine the impact of myeloid cell–derived *Spp1* on monocyte phenotypes, we conducted unsupervised subclustering of monocytes and identified 8 distinct subtypes: 2 monocyte populations, 4 macrophage populations, and 2 dendritic cell populations (Figure 2A and Supplemental Figure 2). Markers that define monocyte phenotypes from mdx and cKO are shown in Figure 2E. Monocyte clusters 1 and 2 were marked by *Sell, Isg15,* and *Ifitm6* expression. Three macrophage populations expressed high *Lgals3* and were referred to as Lgals3-1, Lgals3-2, and Lgals3-3 and were further defined by high *Apoe*, *Cd63*, and *Spp1*. Dendritic cells expressed high MHCII genes like *H2-Dmb1* and *H2-Oa*. Lgals3 clusters 2 and 3 expressed the highest *Spp1*. All Spp1-expressing clusters showed a drastic reduction in Spp1 in the cKO (Figure 2B, compare blue and green) (8). Lgals3-2 cells also expressed *Arg1* while Lgals3-3 expressed *Igf1* (11). The proportion of different monocyte/macrophage subtypes was evaluated in the 2 genotypes (Figure 2, C and D). While the proportion of Lgals3-3 and Lgals3-2 remained similar in the 2 genotypes, a mild increase in Lgals3-1 was observed in the cKO, while both monocyte subclusters slightly decreased in the cKO (Figure 2C). Although the overall number of macrophages increased in the cKO (mdx:969 vs cKO 4,028), cKO macrophages did not show large changes in the cellular frequency of subtypes (Figure 2D). 

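Within macrophages, the cluster that differed most between the genotypes was cluster 11, which held 20.4% of mdx macrophages (281 of 1376, 95% interval 18.3 to 22.6) and 8.47% of cKO macrophages (405 of 4781, 7.70 to 9.30). The cells of this cluster had high scores for the S and G2/M phases of the cell cycle, with a median G2M score of 0.456 in mdx and 0.459 in cKO, and medians of 15601 and 10102 UMIs. At the UMI counts of mdx macrophages the cKO share of cluster 11 was 19.6% with UMIs as deposited. It was 11.1% with cKO UMIs scaled by the ratio of medians outside the cluster (7353 and 5237.5). As cycling cells carry more UMIs, neither value settles whether depth sets the difference. Cluster 3 held 15.6% of mdx macrophages (13.7 to 17.6) and 25.4% of cKO macrophages (24.1 to 26.6). Cluster 12 held 12.5% (10.8 to 14.4) and 8.64% (7.86 to 9.47). Clusters 1 and 4 differed little, with 31.0% (28.6 to 33.6) and 34.2% (32.9 to 35.6) for cluster 1 and 20.5% (18.4 to 22.7) and 23.3% (22.1 to 24.6) for cluster 4. These clusters come from the clustering of all cells, and the subtypes of the monocyte subclustering were not used here. As a share of all cells the ratio for cluster 11 was 0.968, and among cells within the limits stated in the methods, a setting chosen after seeing the data, it was 0.815 among macrophages (0.346 to 1.92), against 0.415 over all deposited macrophages. Within those limits the ratio was 1.13 (0.900 to 1.42) for cluster 3 and 0.854 (0.577 to 1.26) for cluster 12. It was 0.912 (0.808 to 1.03) for cluster 1 and 1.53 (0.947 to 2.47) for cluster 4. Over all macrophages these 4 ratios were 1.63, 0.691, 1.10 and 1.14. Every interval within the limits includes 1. For cluster 11 the limits cannot decide whether the difference holds. They end at 1800 genes, below its lower quartile of 3157 genes in mdx and 2575 in cKO.

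**Figure D4:**
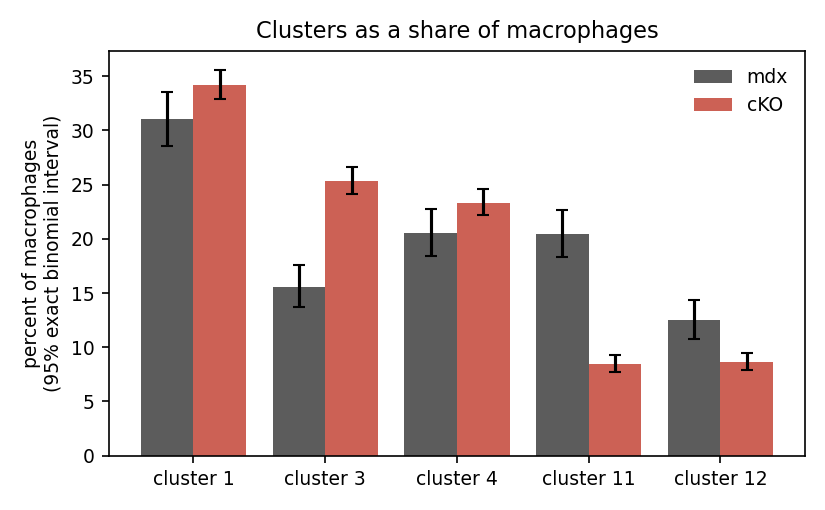
Percent of macrophages (y axis) in each of the 5 macrophage clusters (x axis) in mdx (black) and cKO (red), where bars start at 0 and error bars are 95% exact binomial intervals. Cluster 11 is lower in cKO, at 20.4% and 8.47%, and cluster 3 is higher, at 15.6% and 25.4%.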

Inflammatory genes were either unchanged or slightly reduced in the cKO, including the chemokines *Ccl3* and *Ccl4* (Figure 2F) and *Tgfb1* (Supplemental Figure 2B). However, IFN genes such as *Ifi207*, *Ifi204*, and *Isg15* were slightly increased in cKO monocytes (Figure 2F).

### Reduced abundance of 2 stromal cell subpopulations in cKO.

To further query stromal cell phenotypes, all *Pdgfra^+^* cells were subclustered, leading to the identification of 6 transcriptionally distinct clusters (Figure 3A). Markers that define these subclusters are shown in Figure 3B and Supplemental Figure 3. FAPs were marked by *Ly6a* (SCA1) and *Cd34*; traditional fibroblasts were enriched in collagen genes such as *Col3a1*, *Col4a2*, and *Col6a2* and showed the highest expression of *Pdgfra;* and an activated fibroblast population was identified by expression of *Postn* and *Acta2*. A small *Tnmd*(+) tenocyte population was also identified. Two subpopulations of stromal cells, which we call *Lifr*^+^ and *Procr*^+^ subclustered separately from FAPS and fibroblasts (Figure 3, A and C) and were reduced in the cKO compared to mdx (Figure 3, C and D), and FAPs, traditional fibroblasts and activated fibroblasts were proportionally increased in the cKO (Figure 3D). 

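By cluster number, 59.9% of mdx stromal cells (1277 of 2131, 95% interval 57.8 to 62.0) and 1.42% of cKO stromal cells (43 of 3025, 1.03 to 1.91) fell in cluster 6. The ratio of these shares was 0.0237 (0.0176 to 0.0320). The paper's supporting values for Figure 3D count 1185 Lifr+ and Procr+ cells among 1896 subclustered cells in mdx and 10 among 2591 in cKO. The names of these subtypes were not used here, so cluster 6 is compared with them by number only. Cluster 0 held 23.7% of mdx stromal cells (21.9 to 25.6) and 51.7% of cKO stromal cells (49.9 to 53.5), and cluster 2 held 12.6% (11.2 to 14.1) and 44.5% (42.7 to 46.3). Cluster 17 held 3.75% (2.99 to 4.65) and 2.38% (1.87 to 2.99).
With cluster 6 set aside, a denominator chosen after seeing the data, cluster 0 was 59.1% of the remaining mdx stromal cells (55.8 to 62.5) and 52.5% of those in cKO (50.7 to 54.3), cluster 2 was 31.5% (28.4 to 34.7) and 45.1% (43.3 to 46.9), and cluster 17 was 9.37% (7.50 to 11.5) and 2.41% (1.89 to 3.03). Among stromal cells with at least 1000 UMIs the ratio for cluster 6 was 0.0143, and among those within the limits stated in the methods it was 0.0439. Within those limits, a setting chosen after seeing the data, the ratio was 6.73 for cluster 0 and 11.7 for cluster 2, against 2.18 and 3.52 over all deposited stromal cells.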

In fact, the number of cells derived from the cKO was 2,591, while cells from mdx was 1,896. Stromal cells exhibit low levels of *Spp1* expression, and its deletion via *Lyz2*-Cre did not result in a reduction of *Spp1* (Supplemental Figure 4). The proportional expansion of fibroblasts and FAPs in the cKO was accompanied by upregulation of extracellular matrix (ECM) genes, including *Col1a1*, *Col8a1*, *Col3a1*, and *Col5a1*, as well as increased expression of *Spp1* receptors (Supplemental Figure 3 and Supplemental Figure 4, C and D). Despite these molecular and cellular changes, there was no corresponding increase in fibrosis, as assessed by morphology and hydroxyproline content (Supplemental Figures 4 and 8). These alterations in stromal cell composition suggest a role for myeloid-derived *Spp1* in supporting the maintenance of *Procr*^+^ and *Lifr*^+^ populations. However, while prior studies have linked *Spp1* to fibrosis in dystrophic muscle (6, 8, 20, 21), the profound shifts observed in stromal subtypes towards fibroblasts and FAPS in the cKO complicate the ability to definitively determine the role of myeloid-derived *Spp1* in fibrosis progression.

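Stromal cells outside cluster 6 made up 11.9% of all mdx cells (854 cells, 95% interval 11.2 to 12.7) and 28.0% of all cKO cells (2982 cells, 27.1 to 28.8), a ratio of 2.34 (2.19 to 2.51). Within the limits stated in the methods, a setting chosen after seeing the data, this ratio was 4.45. From the lower proportions of Procr+ and Lifr+ cells beside the higher proportions of FAPs and fibroblasts, the paper proposes that myeloid-derived Spp1 helps to maintain the Procr+ and Lifr+ populations.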

### Isolation of Lifr^+^ and Procr^+^ stromal cells reveals an enhanced adipogenic gene expression profile.

To confirm that *Lifr*^+^ and *Procr*^+^ cells are a distinct stromal cell population in vivo, we designed a FACS sorting strategy guided by markers in the scRNAseq dataset (Figure 4, A and B). The sorting strategy used antibodies to surface proteins Sca1 (*Ly6a*) and Dpp4 to discriminate FAPS from *Lifr*^+^ and *Procr*^+^ cells. Dpp4 is most highly expressed in FAPs (Figure 4B), while *Lifr*^+^ and *Procr*^+^ cells were Sca1^med^/Dpp4^med^ and were further sorted by Lifr and Procr (Figure 4B). Bulk RNAseq analysis of the sorted cells support that they are *Pdgfra*^+^ stromal cells with a distinct gene expression pattern of markers that were identified in the single cell sequencing dataset (Figure 4C, heatmap of marker genes). For example, *Pi16* and *Cd34* are high in isolated FAPs, whereas Lifr^+^ and Procr^+^ cells showed higher expression of *Sox4* and *Apod* (Figure 4C). The ability to sort these cells and validate markers identified by scRNAseq suggests that these cells represent a population of stromal cells that are highly adipogenic.

To further characterize the phenotype of Lifr^+^ and Procr^+^ subpopulations, we carried out gene set enrichment analysis using markers from the scRNAseq data set (Supplemental Figure 5). This analysis revealed that both the Lifr^+^ and Procr^+^ cells are enriched in adipogenesis genes such as *Cebpd*, a master regulator of adipogenesis, and *Lifr* and *Fabp4*, which have been shown to be upregulated during adipocyte differentiation (25–28). Analysis of significant differentially expressed genes by bulk RNAseq from sorted Lifr^+^ and Procr^+^ stromal cell populations validated the increased expression of adipogenesis markers in these stromal cell clusters compared with FAPs (Figure 4C). Lifr^+^ and Procr^+^ cells also showed enrichment of genes involved in TGF-β and IGF-1 signaling, which is also reflected in the gene set enrichment analysis. Therefore, from this point forward, these cells are referred to as adipogenic stromal cells (ASCs).

### ASCs exhibit increased adipogenic activity in vitro.

To assess their adipogenic potential, ASCs and FAPS were FACS sorted and cultured under adipogenic or fibrogenic conditions (Figure 5, A and B). After 7 days of adipogenic differentiation, ASCs demonstrated a higher propensity to differentiate into adipocytes, as visualized by perilipin staining (Figure 5C). Even in fibrogenic conditions, ASCs had a higher propensity to differentiate into lipid-containing (oil-red^+^) adipocytes compared with double negative cells (Figure 5D). Additionally, an accumulation of CEBPD-positive cells was observed near Oil Red O–positive areas in the quadriceps of 12-week and 47-week-old mdx mice. Oil Red O stains neutral triglyceride and lipid droplets, which are often associated with adipocytes (Figure 5E). Conversely, in the quadriceps of 4-week-old mdx mice, there was minimal-to-no Oil Red O staining, and CEBPD-positive cells were absent. These findings suggest that ASCs likely represent a more differentiated state within the FAP lineage, contributing to adipose tissue accumulation in dystrophic muscle.

### Macrophage cKO mice show reduced intramuscular fat deposition.

We assessed whether a decrease in ASCs was associated with reduced IMAT accumulation. While Duchenne muscles often show high levels of IMAT, the mdx mouse model of DMD is milder and fat is not a prominent feature, especially in hindlimb muscles (2, 29–32). However, the mdx diaphragm is viewed as a muscle that more closely resembles the progressive nature of Duchenne muscles (33, 34). We looked for evidence of IMAT in diaphragm muscles from 3–6-month-old cKO and mdx mice by staining for perilipin, a marker of mature adipocytes (Figure 6A) and for Oil Red O, (Figure 6B and Supplemental Figures 6 and 7) which identifies neutral triglyceride and lipid droplets often associated with adipocytes. Both mouse genotypes exhibited IMAT deposition in the diaphragm, as indicated by multiple markers, with a notable reduction observed in the cKO mice. Quantification of perilipin and Oil Red O staining in diaphragms revealed a significant decrease in perilipin-positive areas in cKO diaphragms compared with mdx controls (Figure 6C). Similarly, Oil Red O staining demonstrated a marked reduction in lipid accumulation in cKO diaphragms relative to mdx counterparts (Figure 6C). Supplemental Figure 6 shows stitched images of Oil Red O–stained diaphragms, with blue boxes highlighting the regions depicted in Figure 6.

Although Oil Red O–positive regions were also detected in the gastrocnemius and quadriceps muscles (Supplemental Figure 7), fat accumulation was substantially lower, consistent with the milder phenotype observed in mdx hindlimb muscles. These findings suggest that ASCs contribute to IMAT accumulation in the more severely affected diaphragm of dystrophic mice. Importantly, the minimal fat deposition in hindlimb muscles does not limit their suitability for assessing cellular phenotypes in the single-cell sequencing, as IMAT represents a late-stage feature, whereas the cellular phenotypes emerge earlier in the disease timeline.

To determine whether reduced IMAT correlates with functional improvements in the diaphragm, pulmonary function tests were performed. Whole-body plethysmography was conducted at baseline and following a hypercapnic challenge to stimulate respiratory drive. Results showed that cKO mice exhibited improved pulmonary function, evidenced by enhanced peak inspiratory flow, a direct indicator of diaphragm strength, and increased minute ventilation, reflecting overall respiratory performance (Figure 6D). These findings suggest a role for myeloid cell–derived Spp1 in promoting fat accumulation in dystrophic muscles and indicate a relationship between IMAT presence and muscle function in dystrophic conditions.

## Discussion

In this study, we conducted an unbiased scRNAseq transcriptomic analysis of dystrophic muscle to define the impact of myeloid cell–specific Spp1 on cell-cell interactions in the niche. We found that Spp1 from myeloid cells cross talks with stromal cells and promotes an enhanced adipogenic stromal cell state that contributes to intramuscular fat in dystrophic muscles. Myeloid cell–derived Spp1 contributes to enhanced adipogenic gene expression in these ASCs compared with FAPs, although ASCs likely represent a more differentiated form of FAPS.

Most investigations of FAPs in muscle have isolated them by sorting on PDGFRA^+^, a pan marker for stromal cells, or sorting for Lin^–^ (CD45^–^CD31^–^ITGA7^–^) SCA1^+^CD34^+^ cells (15, 28, 35). These sorted FAPS have been shown to alter myofiber regeneration, fibrosis, and IMAT accumulation (15, 34, 36, 37). Here, we demonstrated that ASCs (Lifr^+^ and Procr^+^ populations) coisolate with FAPs using the sorting strategy described above, but when further sorted for specific markers identified by our scRNAseq data set, show a more adipogenic transcriptional profile. The identification, isolation, and characterization of ASCs demonstrates that a spectrum of stromal cell subtypes exist.

Accumulation of IMAT is known to correlate with age and clinical performance in DMD (38–41) and it has been assumed that IMAT develops from the reprogramming of FAPs by the microenvironment, directing them towards an adipogenic fate. Our data suggest that Spp1 contributes to the differentiation of ASCs into adipocytes and is at least partially responsible for fat accumulation in dystrophic muscles. We also observed a correlation between increased IMAT and impaired muscle function in the diaphragm, the one muscle in mdxB10 mice that undergoes progressive degeneration and exhibits greater fibrosis than the hindlimb muscles (Supplemental Figure 9). While these cells may be a separate, distinct stromal cell subtype rather than a transient FAP differentiation cell state towards an adipogenic fate, it is more likely that ASCs derive from FAPS, possibly representing a more differentiated state, which may suggest a role for Spp1 in the adipogenic differentiation of FAPS. Lineage tracing analysis is needed to more finely define the origin of these stromal cell subtypes.

This study also identifies a role for myeloid cell–derived Spp1 in cross-talk with stromal cells. Crosstalk has been previously observed between macrophages and stromal cells in the context of acute muscle injury, a process that is carefully orchestrated to ensure proper muscle regeneration (16, 19, 42). Although ablation of myeloid-derived Spp1 was associated with increased numbers of several stromal cell populations, including FAPs, traditional fibroblasts, and activated fibroblasts, and with upregulation of ECM-related genes, this change did not lead to an overall increase in collagen content. This discrepancy may reflect the observed shifts in stromal cell composition that occurred in the conditional knockout. Nonetheless, our findings support a role for myeloid-derived Spp1 in directing stromal cell differentiation toward an adipogenic phenotype and demonstrate a correlation between IMAT accumulation and impaired diaphragm function in dystrophic muscle. These results suggest that targeting myeloid-derived Spp1 may offer a therapeutic strategy to limit adipogenic remodeling and preserve muscle function in dystrophic conditions.

## Methods

### Sex as a biological variable.

Our study exclusively examined male mice because the disease under study is Duchenne muscular dystrophy, which is an X-linked recessive disorder.

### Generation of Spp1 cKO mice.

Floxed mice (*Spp1 fl/fl* mice) were generated by flanking exons 2 and 3 of *Spp1* with LoxP sites, which removes the start sites for both intracellular and secreted forms of Spp1 after Cre-mediated recombination (Supplemental Figure 1). To achieve myeloid cell–specific deletion of Spp1, we crossed *Spp1 fl/fl* mice to *Lyz2^cre^* (also known as *LyzM^cre^*) mice (Jackson Labs) (43). The mice were made congenic to the *mdx* BL/10 background by backcrossing at least 5 times.

The *Spp1* targeting vector was made using accession #NT_109320.5 (28,332,597-28,344,133), using an 11.5 kb Fragment from a HpaI-ApaI digestion of BAC clone RP24-170A (BAC PAC Resource Center) that was cloned into pBlueScript II SK(+) and inserted into the ApaI-EcoRV site. LoxP sites were inserted after exon 1 and before exon 4 of the *Spp1* locus to engineer removal of exons 2 and 3 and generate a premature stop codon.

### Generation of Spp1 floxed dystrophic mice.

The targeting vector used to place LoxP sites flanking exons 2 and 3 of *Spp1* was electroporated into ES cells of the C57BL/6N strain by the Mouse Biology Program at the University of California Davis, Davis, California. Neomycin-resistant cells were selected and microinjected into blastocysts of the Balb/C strain. Mice with germline transmission were bred with FLP mice (C57BL/6N-Tg(CAG-Flpo)1Afst/Mmucd, provided from the Mutated Mouse Resource & Research Center at University of California, Davis). Pups in which the neomycin gene was excised were selected and bred. *Spp1-*floxed mice were crossed to C57BL/10ScSn-Dmd^mdx^/J (Jax #001801) mice that were obtained by The Jackson Laboratories.

### Crossing of Spp1-floxed mice with tissue-specific Cre-mdx mice.

*Lyz2^cre^* (B6.129P2-Lyz2^tm1(cre)lfo^/J, Jax #: 004781) mice with myeloid-specific Cre were obtained from The Jackson Laboratories and crossed to *Spp1*-floxed *mdx* mice.

### PCR for genotyping myeloid-specific Spp1 cKO mice.

PCR genotyping of Lyz2^cre^ mice used the following primers from the Jackson Labs website: Lyz2 mutant: 5′- CCC AGA AAT GCC AGA TTA CG-3′; Lyz2 common: 5′ CTT GGG CTG CCA GAA TTT CTC-3′; Lyz2 wild type: 5′-TTA CAG TCG GCC AGG CTG AC-3′. PCR for the floxed *Spp1* allele used the following primers: Forward: 5′- GGA CCT TGA GTG ACT GGT TCT-3′; Reverse: 5′- TGG ACC TGA ACT CTG TGT GC-3′.

### Mononuclear cell isolation from muscle for scRNAseq.

Mice were sacrificed and muscles from forelimbs, hindlimbs (triceps, quadriceps, tibialis anterior, gastrocnemius), and diaphragm were pooled and placed into a Petri dish containing sterile PBS (with Ca^2+^, Mg^2+^) for weighing. Muscles were washed in PBS (with Ca^2+^, Mg^2+^) and then minced in a 1:5 (weight:volume) solution of 6 mg/mL collagenase type 2 (Worthington) and 20,000 units/mL. Muscles were enzymatically digested at 37°C. Digested tissue was filtered through a 70 µm nylon filter and was washed with Ca^2+^, Mg^2+^–free PBS. Cells were pelleted by centrifugation at (330*g*) for 5 minutes. After discarding the supernatant and breaking up the pellet with 5 mL of Ca^2+^, Mg^2+^–free PBS, the conical tube was filled with Ca^2+^, Mg^2+^–free PBS and centrifuged again for 10 minutes followed by using a Cell Debris Removal kit (Miltenyi Biotech) and centrifugation at (300*g*) at 4°C. After removing the PBS and interphase (cell debris) layers, cells were washed with Ca^2+^, Mg^2+^–free PBS and centrifuged again at (3,000*g*) at 4°C. Cells were resuspended in ACK lysis buffer (Lonza) to lyse red blood cells and centrifuged at (300*g*) at 4°C for 10 minutes. The pellet was resuspended in Ca^2+^, Mg^2+^–free PBS and cells were filtered with a 40 µm nylon filter and washed with additional Ca^2+^, Mg^2+^–free PBS. After centrifugation (300*g*) at 4°C, we used a Dead Cell Removal Kit (Miltenyi Biotech). The purified cell solution was centrifuged at (300*g*) at 4°C. We discarded the supernatant and resuspended the cell pellet in a 0.04% BSA solution. To count cells, a small volume of sample was mixed 1:1 with 0.4% Trypan blue solution and counted using a hemocytometer.

### scRNAseq library construction and analysis.

scRNAseq was conducted on mononucleated cells isolated from murine skeletal muscle, as described above. Libraries were constructed using the Chromium Single Cell 3′Reagent Kits v3 (10X Genomics) at the UCLA Technology Center for Genomics & Bioinformatics (TCGB). cDNA libraries were sequenced on the NextSeq500 High Output platform to achieve approximately 20,000 reads/cell. Sequencing reads were processed using the 10X Genomics Cell Ranger (Seurat version 3.0) (44). Low-quality cells were removed when more than 20% of the UMIs were derived from mitochondrial genes, when less than 200 features and more than 1,800 unique features were detected. The data were then normalized using the default NormalizeData function parameters, the FindVariableFeatures function to select 2,000 genes with the highest standardized variance, and the ScaleData function to perform z-score transformation. We then analyzed the integrated samples by using RunUMAP, FindNeighbors, and FindClusters functions for uniform manifold approximation and projection (UMAP) visualization. The clusters were manually annotated using the top 50 differentially expressed genes produced by the FindAllMarkers function. For subcluster analysis of stromal cells and macrophages, we used the subset function in combination with the same methods discussed to analyze the integrated data.

### Gene set enrichment analysis.

Gene set enrichment analysis was performed with the WEB-based Gene Set Analysis Tool Kit (https://www.webgestalt.org/) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database using differentially expressed genes.

### Flow sorting for stromal cell populations.

Stromal cells from macrophage-specific *Spp1* cKO and control mice were isolated, dissociated, and minced in 500 U/mL collagenase II (Worthington) and incubated at 37°C and slowly rocked for 30 minutes. Muscles were washed with DPBS (Ca^2+^/Mg^2+^ free) + 10% PBS and centrifugated at (600*g*). Minced muscles were further dissociated in a solution consisting of 1.5 U/mL collagenase D (Roche) and 2.4 U/mL dispase (Worthington) and incubated and slowly rocked for 45 minutes. Dissociated cells were then filtered using 40 µm cell strainers. Hoescht 33342 (Tocris, 2 mg/mL) was used for live cell discrimination, and cells were treated with Fc block (CD16/32) (1:50, Biolegend, Cat#101302, Clone:93) prior to staining. The cells were then stained using the following primary antibodies: CD45-FITC (1:500, eBiosciences, Cat#11-0451-81, Clone: 30-F11), CD31-FITC (1:300, eBiosciences, Cat# 11-0311-85, Clone: 390), ITGA7-FITC (1:300, R&D, Cat# FAB3518G100UG, Clone: 334908), SCA1-PerCP-Cy5.5 (1:300, Biolegend, Cat# 108123, Clone:D7), CD26-PE (1:1000, Biolegend, Cat# 137803, Clone: H194-112), LIFR-PE-Cy7 (1:300, Biolegend, Cat#, 158903 Clone: W16163A), and CD201-APC (1:200, Biolegend, Cat# 141505, Clone: RCR-16) for 45 minutes at 4°C. FAPs, Lifr(+) and Procr(+) cells were isolated using a FACSAria II sorted (BD Biosciences) into DMEM media.

### Bulk RNAseq.

For stromal cell bulk RNAseq, total RNA was isolated using the Zymo Quick RNA Micro Prep Kit (Zymo Research). RNA libraries were prepared by the UCLA TCGB Core and sequencing was performed on NextSeq500 Mid Output. For stromal cell bulk RNAseq total RNA was isolated and RNA libraries were prepared by the UCLA TCGB Core. Sequencing was done on the NovaSeq X Plus 10B.

### Culturing sorted stromal cells in adipogenic and fibrogenic media.

FAP subpopulations were FACS sorted and cultured at a concentration of 10,000 cells/cm² in expansion media (DMEM-F12, 15% FBS, 1% sodium pyruvate, 1% nonessential amino acids, and 1% penicillin/streptomycin). FAPs were expanded for 5 days until reaching a confluency of approximately 85%. The media was then replaced with either adipogenic media (expansion media supplemented with 0.25 μM dexamethasone, 0.5 mM IBMX, 1 μg/mL insulin, and 5 μM troglitazone) or fibrogenic media (expansion media supplemented with 2 ng/mL TGF-β1). FAP subpopulations were stained on days 0, 3, 5, and 7 with Perilipin1. For perilipin staining, cells were fixed in 2% paraformaldehyde (PFA) for 10 minutes, washed in 1 × PBS for 5 minutes, and incubated for 1 hour in blocking buffer. Cells were then stained with Perilipin1 (1:100, Thermo Fisher Scientific, Cat# PA5-118878, polyclonal) overnight, washed in 1 × PBS 3 times, and incubated with a donkey anti-rabbit Alexa Fluor 488 (1:200, Thermo Fisher Scientific, Cat# A-21206) for 1 hour. Cells were washed in 1 × PBS 3 times and stained with DAPI (1:250) for 10 minutes. Perilipin staining was visualized using a Biotek Cytation 5 cell imaging multimode reader. Perilipin positive area was quantified using ImageJ and normalized to total area. For Oil Red O staining, cells were fixed with 3.7% formaldehyde for 1 hour, washed in 1 × PBS 3 times, and incubated in 60% isopropanol for 10 minutes. The isopropanol was then removed, and the cells were air dried and incubated in a 60% Oil Red O working solution in ddH_2_O (v/v) for 15 minutes. The cells were then washed with 1 × PBS 3 times and imaged.

### Muscle dissection, freezing, and histology.

Muscles were dissected, covered with Tissue-Tek OCT mounting media, and frozen in liquid nitrogen–cooled isopentane. 10 µm sections were cut on a cryostat (Leica CM1860 UC) and stored at –20°C until immunostaining or histological staining. Muscle cryosections were fixed in 4% paraformaldehyde for 10 minutes, treated with 0.3% H_2_O_2_ for 5 minutes, then incubated with a 5% True Black solution (Biotium in 70% ethanol). Sections were blocked with IHC buffer (5% Tween-20, 3% BSA, 0.02% gelatin in PBS) for 1 hour. Primary antibodies were as follows: PDGFRA (1:200, R&D Systems, Cat#AF1062, polyclonal), CEBPD (1:100, Abcam, Cat# ab245214, clone: EPR23518-259), Laminin (1:200, R&D Systems, MAB4656, Clone: AL-4), and Perilipin1 (1:100, Thermo Fisher Scientific, Cat# PA5-118878, polyclonal).

### Assessment of intramuscular fat.

For Oil Red O staining, 10 µm diaphragm frozen muscle sections were air dried for 30 minutes, then fixed with 10% PFA for 10 minutes. After washing with running tap water, the sections were submerged in 60% isopropanol and incubated in a 60% Oil Red O working solution in ddH_2_O (v/v) for 15 minutes. Slides were washed with 60% isopropanol and subsequently submerged in hematoxylin for 1 minute. Finally, sections were mounted using VECTASHIELD (Vector Laboratories) and imaged using brightfield microscopy on the AxioImager.M1 (Zeiss). Perilipin immunostaining is described in the above section. Perilipin was imaged using immunofluorescent microscopy on the AxioImager.M2 (Zeiss) and analyzed using ZEN (Blue edition). Oil Red O and perilipin quantification were carried out on 3–5 biological replicates and 3 technical replicates per biological replicate. The area of Oil Red O or perilipin was normalized to the cross-sectional area of each section.

### Functional muscle testing.

Muscle strength was assessed using several noninvasive measures, including wire mesh, open field test, and plesmythography. All functional tests are described in references 6, 8, 20, and 21).

### Statistics.

Data were expressed as mean ± SEM or SD. Statistical analyses were performed using GraphPad Prism version 9.2. Statistical comparisons between the 2 groups were performed using a 2-tailed *t* test with Welch’s correction. One-way analysis of variance (ANOVA) with a post hoc Tukey’s multiple comparisons test was conducted when comparing multiple groups. *P* values of 0.05 were considered significant. Mann-Whitney nonparametric U test was used for the muscle function tests.

### Study approval.

Guidelines from the Animal Research Committee at UCLA were followed in the handling and breeding of all mice. Protocols for the care and use of animals were approved by the UCLA Office of Protection of Research Subjects and Institutional Animal Care and Use Committee

### Data availability.

Single cell sequencing data have been deposited in GEO under accession number “GSE297956.” Raw data for this manuscript have been provided as a supporting data file.

## Author contributions

Co–first author order was determined based on the relative contributions. CKC generated the cKO and conducted the single cell sequencing. PKF developed the stromal cell sorting strategy, did the in vitro experiments to assess adipogenic and fibrogenic potential, and stained tissues sections for the co-existence of CEBPD and Oil red stain. RLA analyzed single cell data, sorted stromal cells and carried out bulk RNA sequencing, did the gene set enrichment analysis, carried out hydroxyproline assays, and wrote the first draft of the manuscript. SAV, IK, EMM, MP, and MJS designed the research studies. MJS and SAV generated the single cell figures, conducted the statistical analysis of the functional data. RHC and JMT conducted experiments. BMS, JKA, JP, GC, AHN, and IK also conducted experiments and provided technical advice. PF, CKC, RLA, RJJ, FM, JKA, AE, MJS, and SAV analyzed data, and CKC, SAV, PKF, RHC, JMT, OFI, ADP, and MJS edited the final version of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
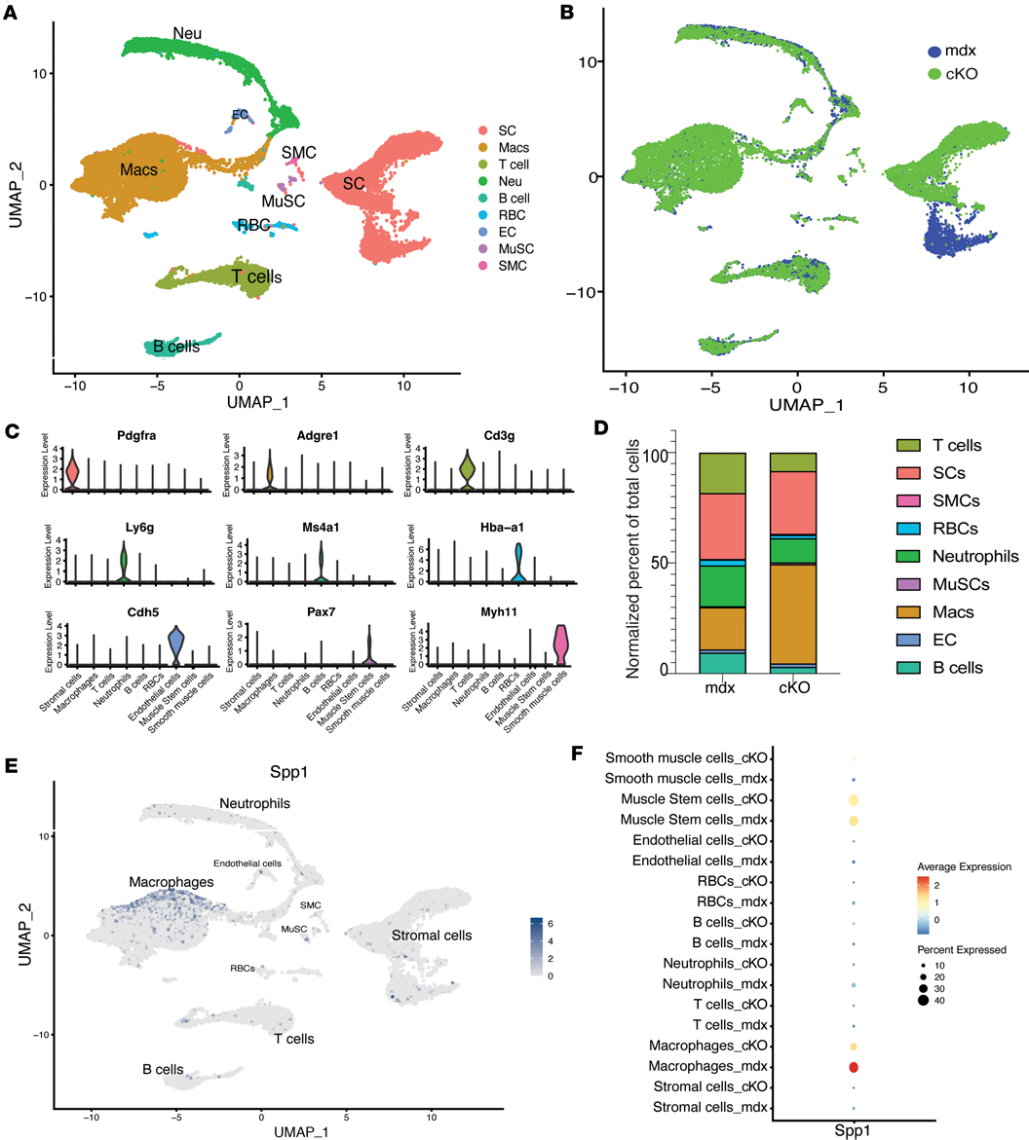
scRNAseq of muscle-infiltrating mononuclear cells suggests cross talk between myeloid-derived Spp1 and a subpopulation of Pdgfra^+^ stromal cells. Mononuclear cells isolated from mdx and cKO muscles were subjected to scRNAseq followed by informatic analysis. (**A**) UMAP plot shows unsupervised clustering of mononucleated cells isolated from skeletal muscles of 12-week-old mice (*n* = 3 per genotype). (**B**) Dim plot of cKO (green) and mdx (blue) cells. The total number of cells isolated from each genotype is shown in the lower right of the plot. (**C**) Violin plots of marker genes used to facilitate cell type annotation. (**D**) Graph of the relative cell type proportions, shown by genotype, of each cell type normalized to total cells in the sample. Colors of bars correspond to colors of cell types in **A**. (**E**) Feature plots of *Spp1* expression (dark blue) across all cell types shown in the UMAP (gray). (**F**) Dot plot showing *Spp1* expression in major cell types from cKO muscle compared to mdx.

**Figure 2:**
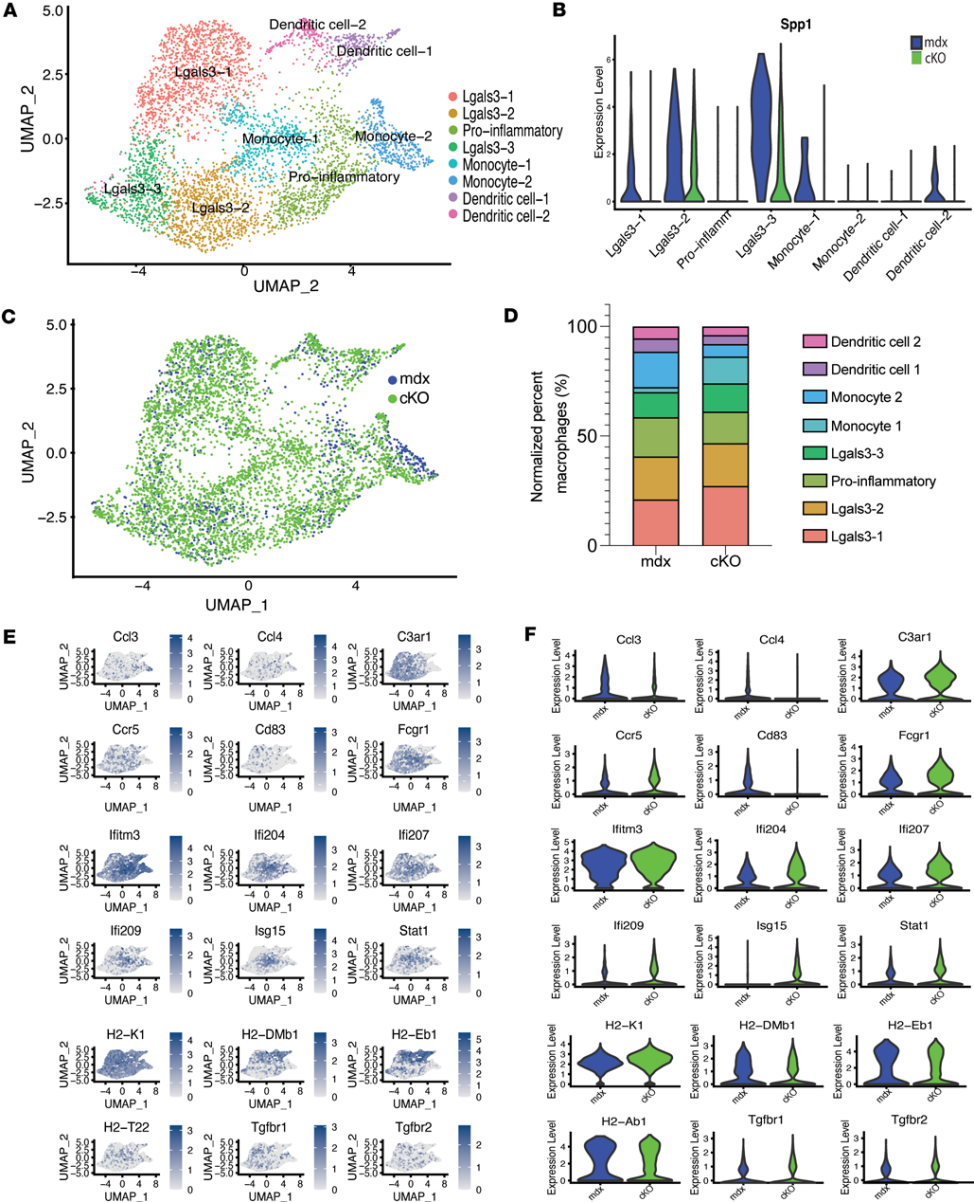
Monocytic cells show few phenotypic changes. (**A**) UMAP plot shows unsupervised subclustering of monocyte subpopulations from mdx and cKO. (**B**) Violin plot shows the levels of *Spp1* by each monocytic subtype in mdx (blue) and cKO (green). (**C**) Dim plot shows the distribution of monocytic subpopulations by genotype (mdx, blue; cKO, green). (**D**) Proportion of cells in each subpopulation by genotype (normalized to total monocytic cells in each sample). (**E**) Feature plots show genes from single cell RNA sequencing data (blue) projected on the monocyte subcluster (gray) showing genes that defined cell phenotypes. (**F**) Violin plots from single cell RNA sequencing data showing significantly different macrophage genes by genotype (mdx, blue; cKO, green).

**Figure 3:**
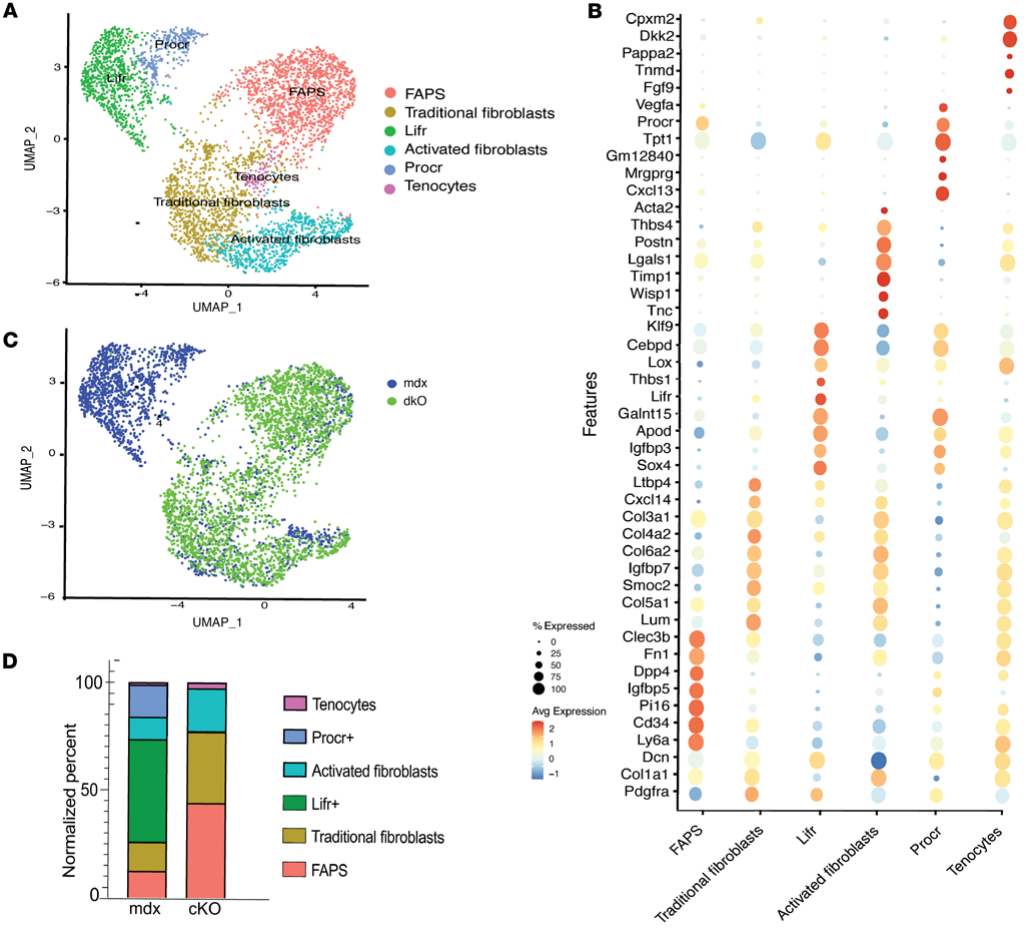
Stromal cell subclustering reveals reduction of 2 stromal cell subpopulations in cKO muscles. (**A**) UMAP plot shows unsupervised clustering of Pdgfra^+^ stromal cell subpopulations from cKO and mdx skeletal muscle. (**B**) Dotplot of top cluster markers used to identify stromal cell subtypes in **A**. (**C**) Dim plot by genotype (mdx, blue; cKO, green). Overall cell numbers for each genotype are shown in the lower right corner of the graph. (**D**) Proportion of stromal cell subtypes in each genotype, normalized to the number of total Pdgfra^+^ cells in each sample.

**Figure 4:**
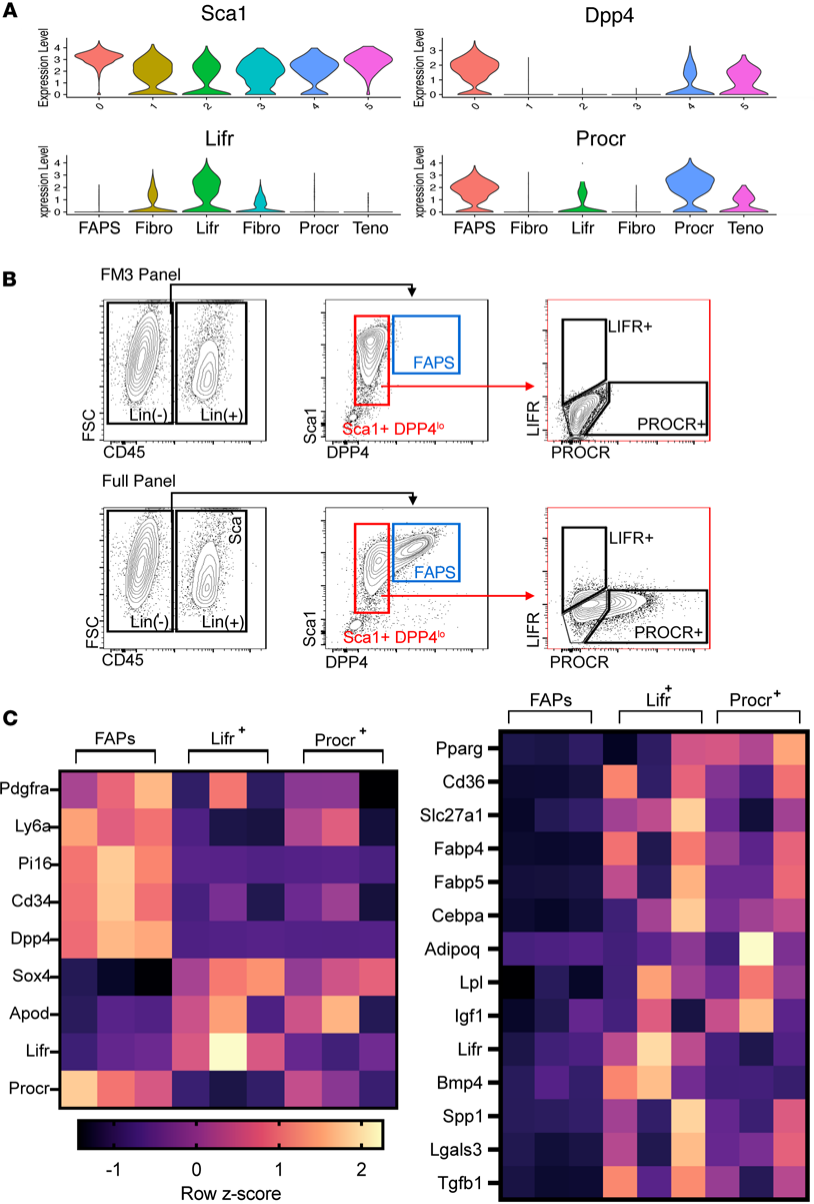
Sorted Lifr^+^ and Procr^+^ stromal cells demonstrate an enhanced adipogenic profile compared with FAPS. (**A**) Violin plot of markers identified in single cell RNA sequencing data that were used to design the sorting strategy used in **B**. (**B**) Representative plots showing the steps involved in isolation of Lifr^+^ and Procr^+^ populations from muscles. The “FM3” panel shows controls and the “Full panel” shows sorted cells. After gating on Lin^–^ cells (far left panel), FAPS were isolated as Sca1^+^ DPP4^+^ and further as Lifr^–^ Procr^+^. Lifr^+^ and Procr^+^ cells were isolated after gating on Sca1^med^ DPP4^med^ and then evaluated for expression of Lifr and Procr. (**C**) (left) Heatmap of z-scores generated from bulk RNAseq of sorted stromal cells showing expression levels of key cluster markers in FAPs, Lifr^+^, and Procr^+^ cells isolated from skeletal muscle of mdx mice (*n* = 3). (right) Heatmap of z-scores generated from bulk RNAseq of stromal cells showing expression levels of adipogenic genes (*n* = 3). Note the enrichment of adipogenesis genes in Lifr^+^ and Procr^+^ cells (ASCs) compared with FAPs.

**Figure 5:**
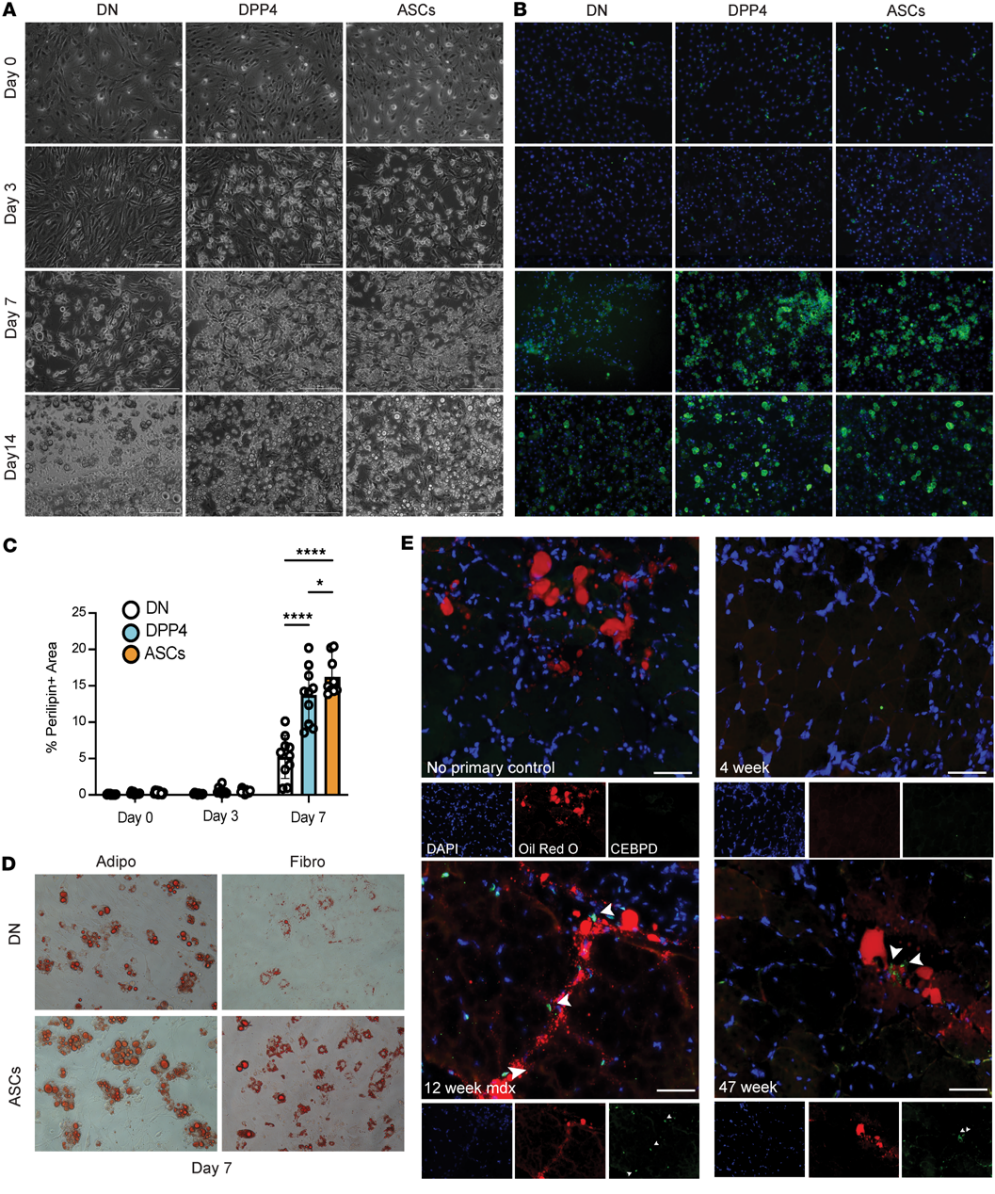
Lifr^+^/Procr^+^ stromal cell subpopulations demonstrate increased propensity for adipogenesis in vitro compared with FAPS. (**A**) Phase contrast images (**B**) and perilipin fluorescence imaging of FACS-sorted stromal cell subpopulations on days 0, 3, 7, and 14 of adipogenic differentiation. The double negative (DN) population consists of Pdgfra^+^SCA1^+^DPP4^–^PROCR^–^LIFR^–^ cells. The DPP4^+^ population is comprised of Pdgfra^+^SCA1^+^DPP4^+^PROCR^–^LIFR^–^ cells, and PROCR^+^ FAPs are Pdgfra^+^SCA1^+^DPP4^–^PROCR^+^LIFR^–^ cells. Scale bar: 200 µm. (**C**) Quantification of Perilipin^+^ area in cultured cells; 10 representative images were quantified for each timepoint. *P = 0.0175, ****P < 0.0001. (**D**) Oil Red O staining of DN and PROCR^+^ FAPs after 7 days of adipogenic or fibrogenic differentiation. (**E**) Oli Red O and CEBPD staining of 4-,12-, and 47-week-old mdx quadriceps. Arrows showing CEBPD positive cells in FITC while Oil red O fluoresces in the red channel. Scale bar: 50 μm. Statistics used include 1-way ANOVA with a post hoc Tukey’s multiple comparisons test.

**Figure 6:**
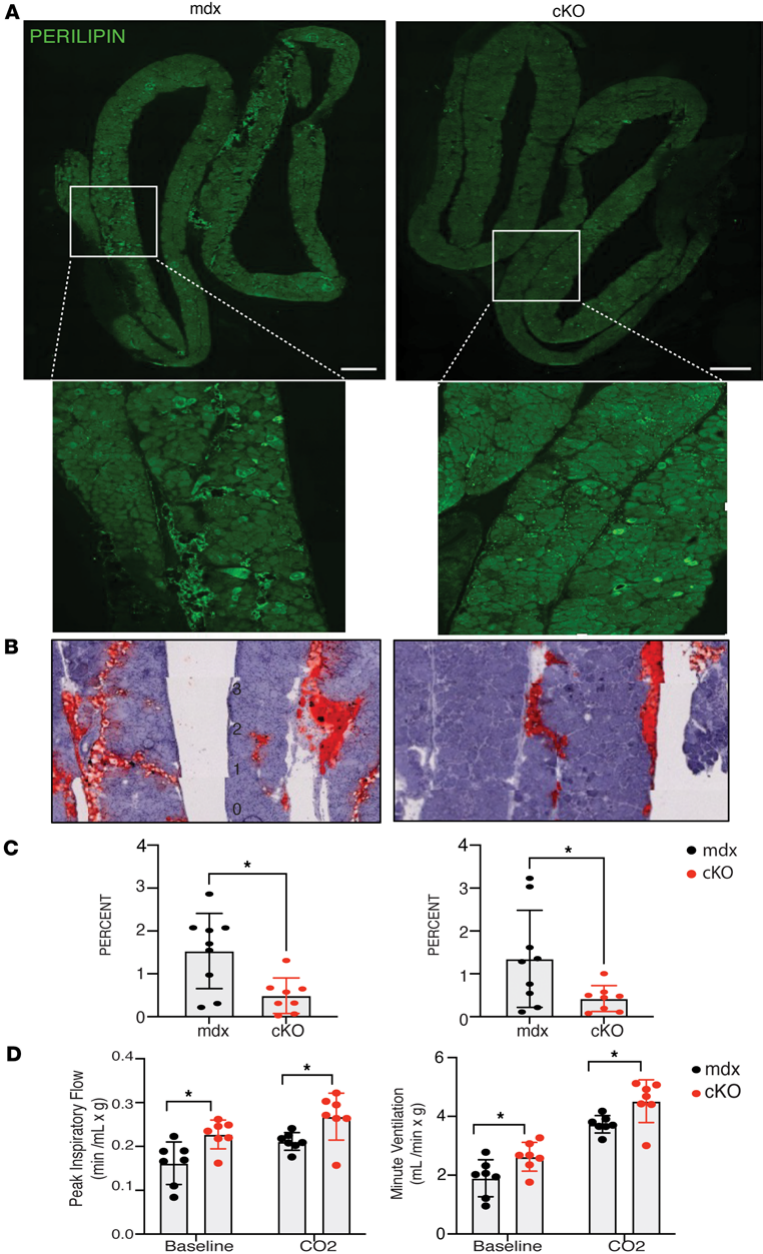
Intramuscular fat is reduced in cKO dystrophic muscles. (**A**) Immunostaining of perilipin in diaphragms from 6-month-old mdx (left) and cKO mdx muscles (right). The white box shown in the top micrographs is enlarged in the panel below. Note the presence of mature adipocytes in both genotypes of dystrophic mice. Scale bar: 500 μm. (**B**) Oil Red O stain of 6-month-old mdx (left) and cKO (right) diaphragms. The full diaphragm section can be viewed in Supplemental Figure 6, where a black box denotes the area used. (**C**) Quantification of perilipin (left) and Oil red O staining (right) normalized to cross-sectional area in diaphragms from mdx (black) and cKO/mdx (red) 3–6-month-old mice. Each dot represents 2 sections collected and averaged from each mouse. (**D**) Plethysmography to assess pulmonary function in live mice. Left graph shows increased peak inspiratory flow at baseline and in response to a hypercapnic (CO_2_) challenge in cKO mice (red) compared with mdx mice (black). Right graph shows increased minute ventilation in cKO compared with mdx. Each dot represents a single mouse (*n* = 7 each genotype). Statistics used included a 2-tailed *t*-test.

# Supplementary material for: Macrophage-derived Spp1 promotes intramuscular fat in dystrophic muscle
**Source:** JCI Insight. 2025 Jul 8;10(13):e181946. doi: 10.1172/jci.insight.181946
**Supplement:** Supplemental data

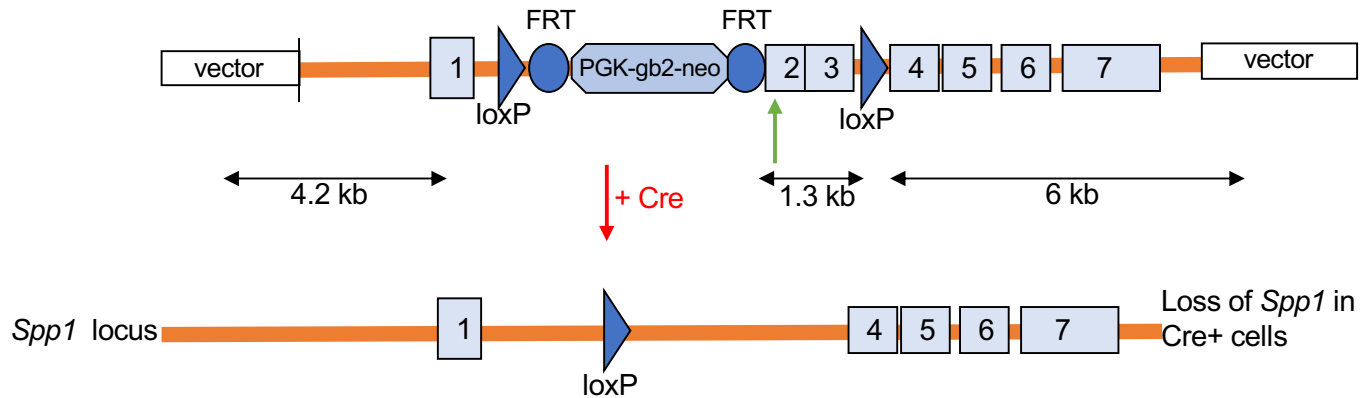

### Supplemental Fig. 1 Generation of *Spp1*<sub>fllox</sub> mice

Schematic of the construct used to create the *Spp1*<sub>fllox</sub> mice. The light blue boxes represent exons. Triangles represent loxP sites. Two loxP sites were engineered to flank exons 2 and 3 of the *Spp1* gene. The green arrow indicates the start codon that resides in exon 2, so this strategy deletes the exon containing the start codon. 

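Spp1 (ENSMUSG00000029304.14), which encodes the secreted glycoprotein osteopontin, lies on the plus strand of chromosome 5 from 104435118 to 104441050 in the mouse build GRCm38 (GENCODE release M21). Its transcript Spp1-201 has 7 exons and 1410 bases. Exon 1, from 104435118 to 104435196, is entirely 5' untranslated. Exon 2, from 104436375 to 104436442, holds 14 untranslated bases and the first 54 coding bases, with the start codon at 104436389. Exon 3, from 104436541 to 104436576, holds 36 coding bases. The stop codon lies at 104440616 in exon 7, which ends in 432 bases of 3' untranslated region. All 7 annotated Spp1 transcripts have their start codon at the same position in this annotation.
Exons 2 and 3 together span 104436375 to 104436576 and make up 104 bases, or 7.38% of the transcript. They contain 90 coding bases, the first 30 of 294 codons. In a transcript that joins exon 1 to exon 4, the first ATG lies in exon 4 outside the original reading frame and is followed by a stop codon after 4 codons, and the next ATG in the original frame is codon 84. The end of exon 3 lies 1227 bases from the 3' end of the spliced transcript. The scRNAseq libraries were of the 3' kind, which read transcripts near that end, so reads from a transcript without exons 2 and 3 can still be counted for Spp1. The paper nonetheless reports much lower Spp1 in the cKO for every monocyte subcluster that expresses it. The level of Spp1 was not analysed here.

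**Figure D5:**
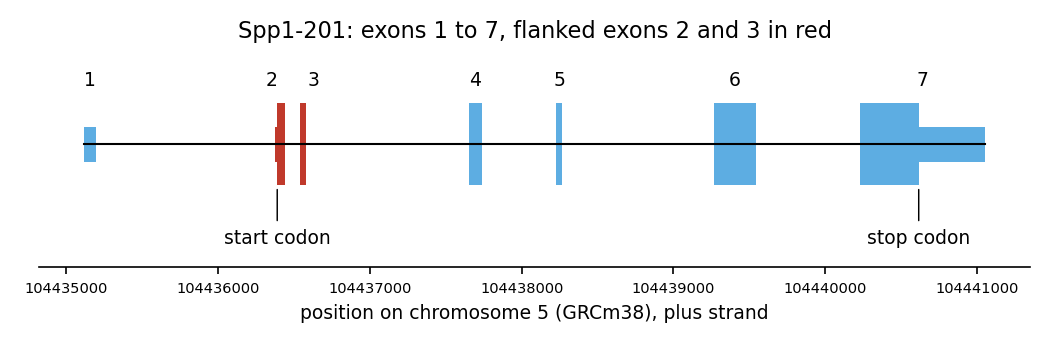
Exons 1 to 7 of Spp1-201 along chromosome 5 (x axis, GRCm38 position in bases, drawn to scale), where tall boxes are coding, short boxes untranslated, and exons 2 and 3 are red. The start codon at 104436389 lies in exon 2 and the stop codon at 104440616 in exon 7.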

The lower schematic shows the arrangement of the *Spp1* locus following exposure to Cre recombinase. Mice were all made congenic to mdx BL/10.

A

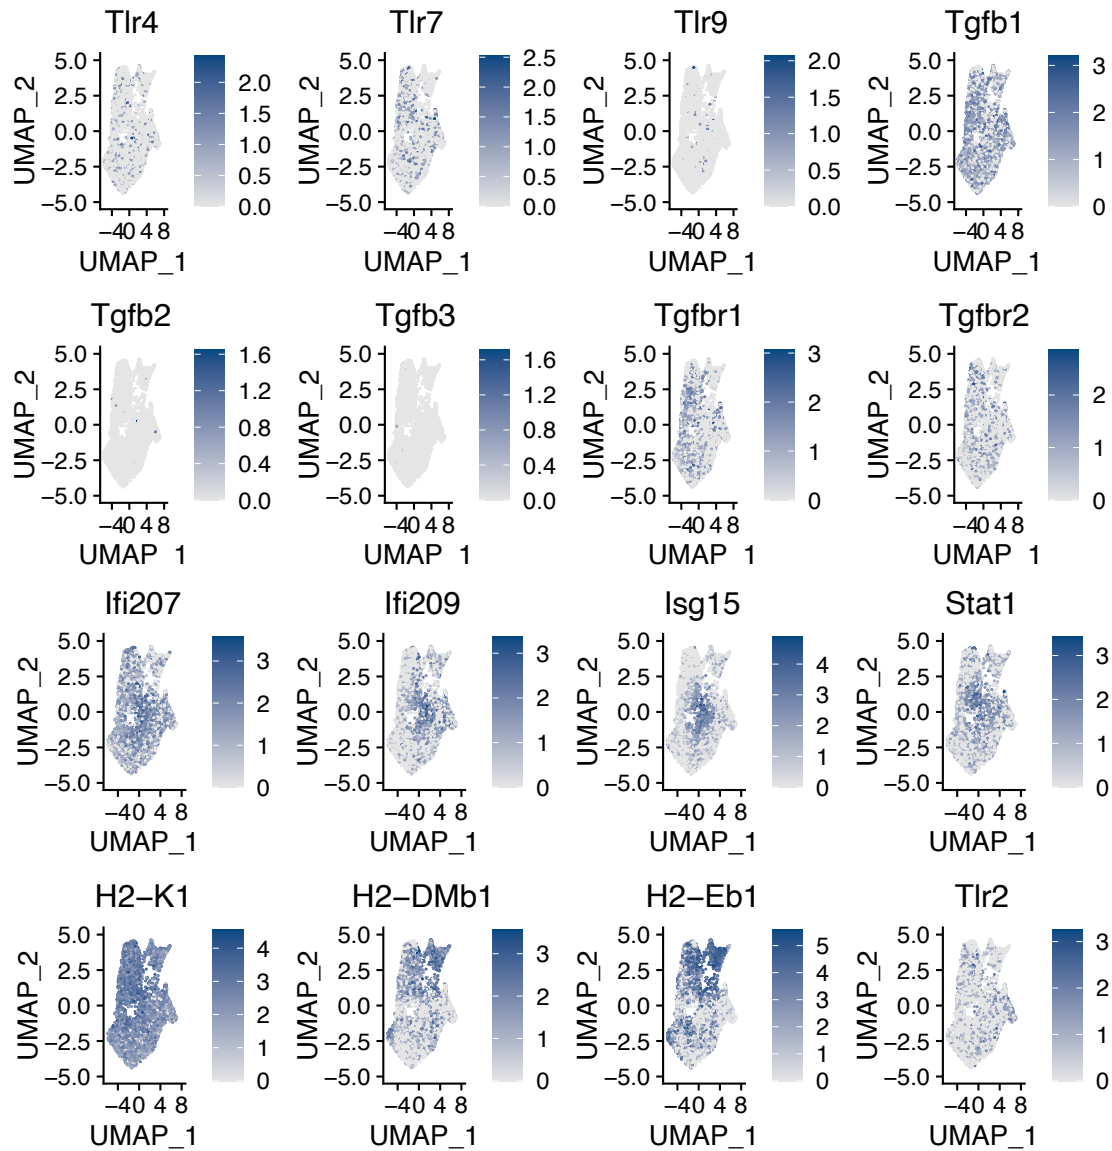

B

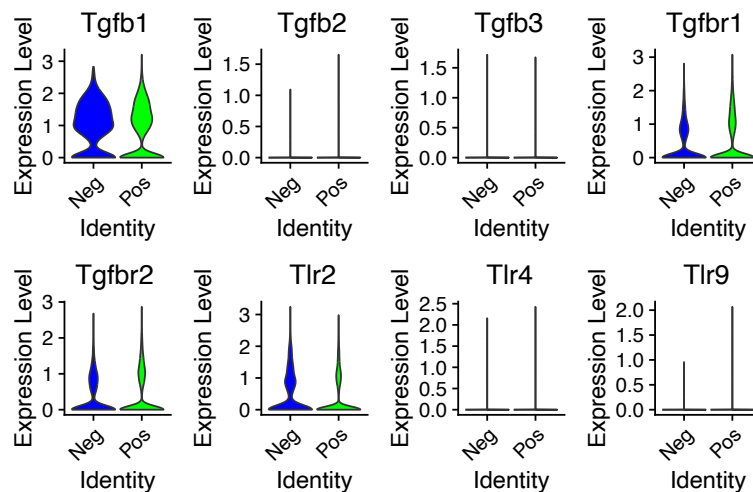

### Supplemental Fig. 2 Characterization of macrophage subcluster

A) Feature plots of TGFbeta and TLR genes in the macrophage subcluster. Gene names are indicated above each UMAP plot. Dark blue dots show where the gene is expressed in each subcluster.

B) Violin plots of TGFbeta and TLR genes in the macrophage subcluster.

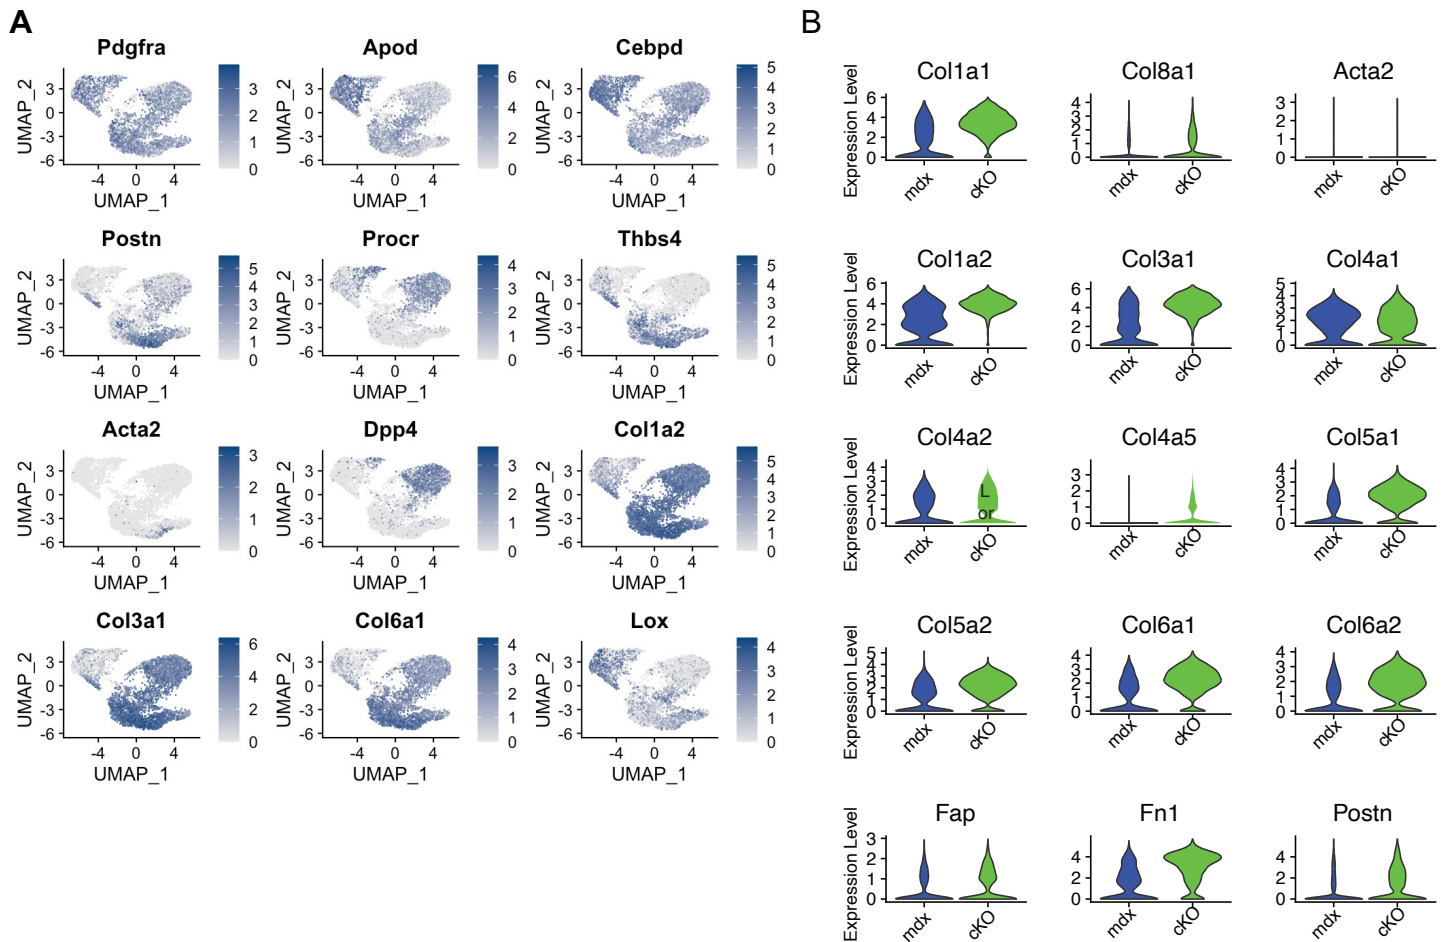

**Supplemental Fig 3: Stromal cell subcluster analysis**

- A) Feature plots of marker genes on stromal cell subcluster (genes shown in dark blue).  
 B) Violin plots showing the change in stromal cell genes in mdx and cKO.

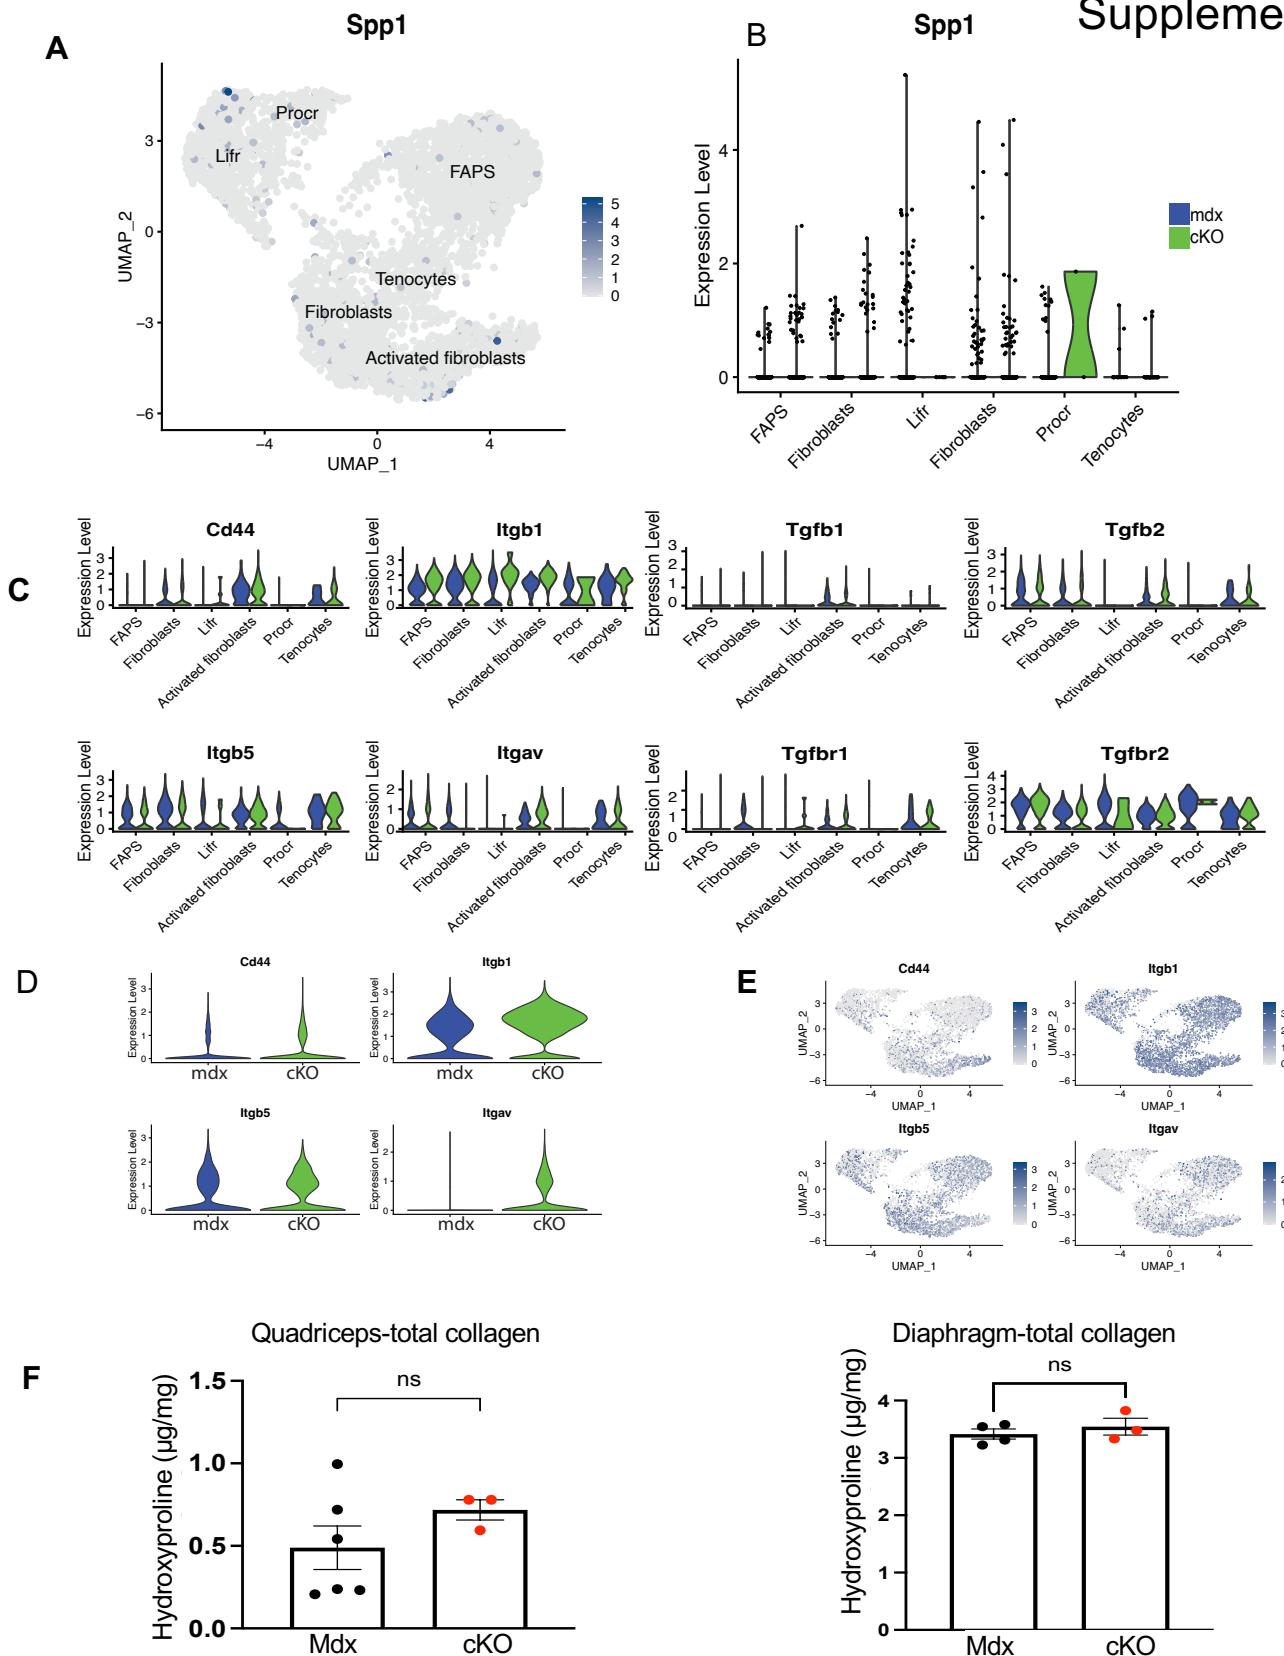

#### Supplemental Fig 4: Stromal cell subcluster characterization

- A) Feature plot of *Spp1* projected on the stromal cell subcluster.  
 B) Violin plots of *Spp1* in stromal cells for each genotype (*mdx* and *cKO*).  
 C) Violin plots showing the change in *Spp1* receptors and TGFbeta related genes in *mdx* and *cKO*  
 D) Violin plots of genes encoding potential *Spp1* receptors in *mdx* and *cKO* stromal cell subclusters.  
 E) Feature plots of potential *Spp1* receptors projected on the stromal cell subcluster.  
 F) Hydroxyproline of 3-month quadriceps (left) and 7-month diaphragm (right). Each point represents one mouse. Vertical bars represent standard deviation. Statistics performed = Mann Whitney

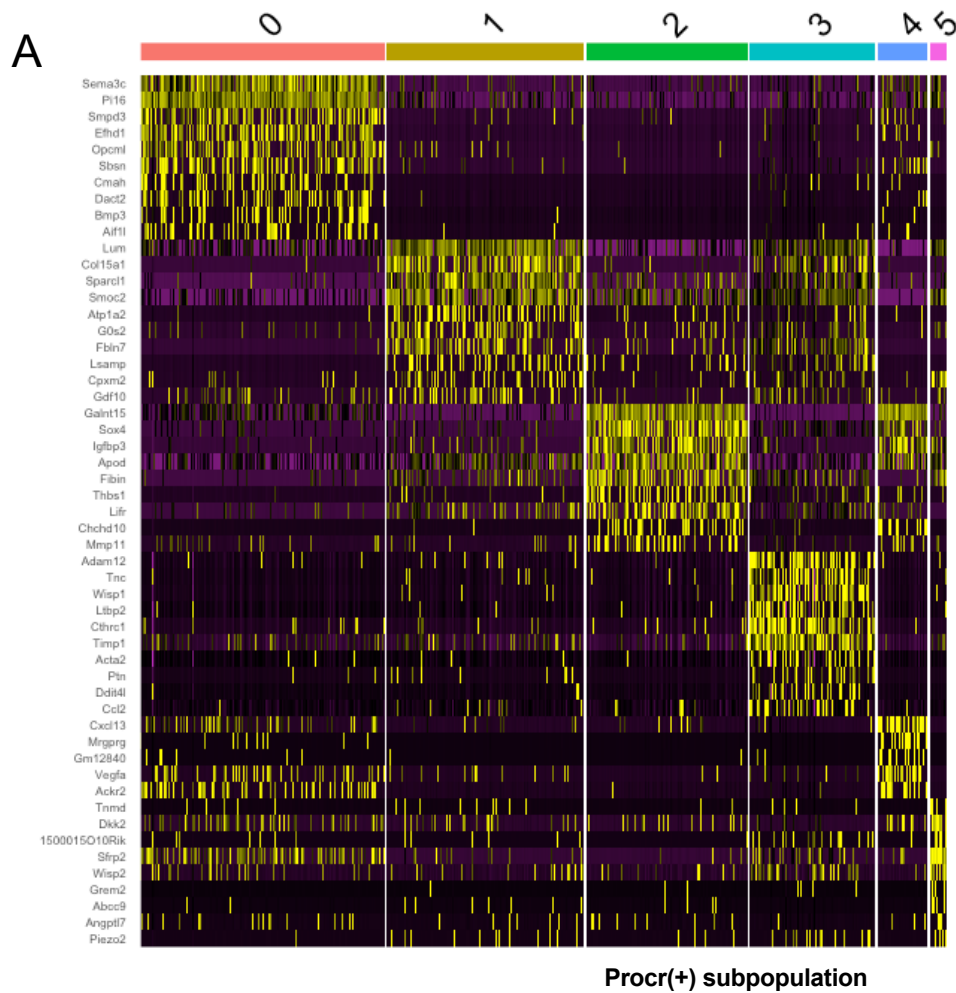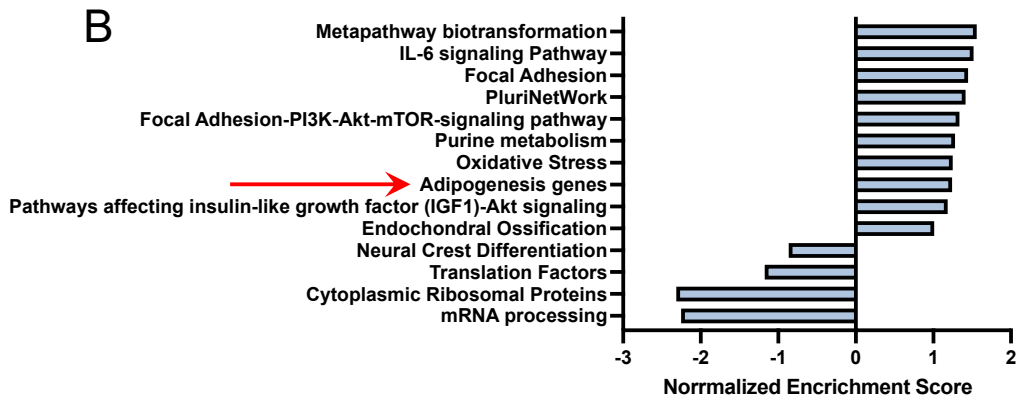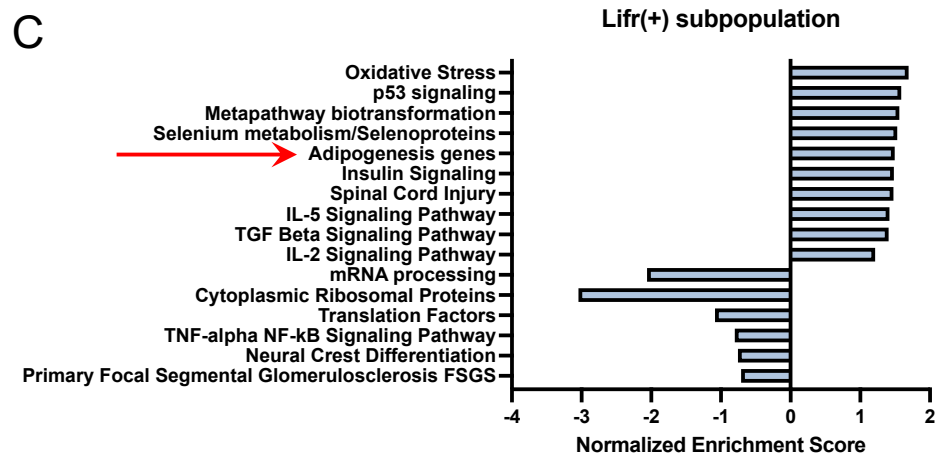

**Supplemental Figure 5: Lifr+ and Procr+ stromal cells show an adipogenic profile**

A) Heat map of the top 10 genes from each stromal cell subcluster.

B,C) Gene set enrichment reveals that both Procr (B) and Lifr (C) populations express high levels of adipogenic genes (red arrow).

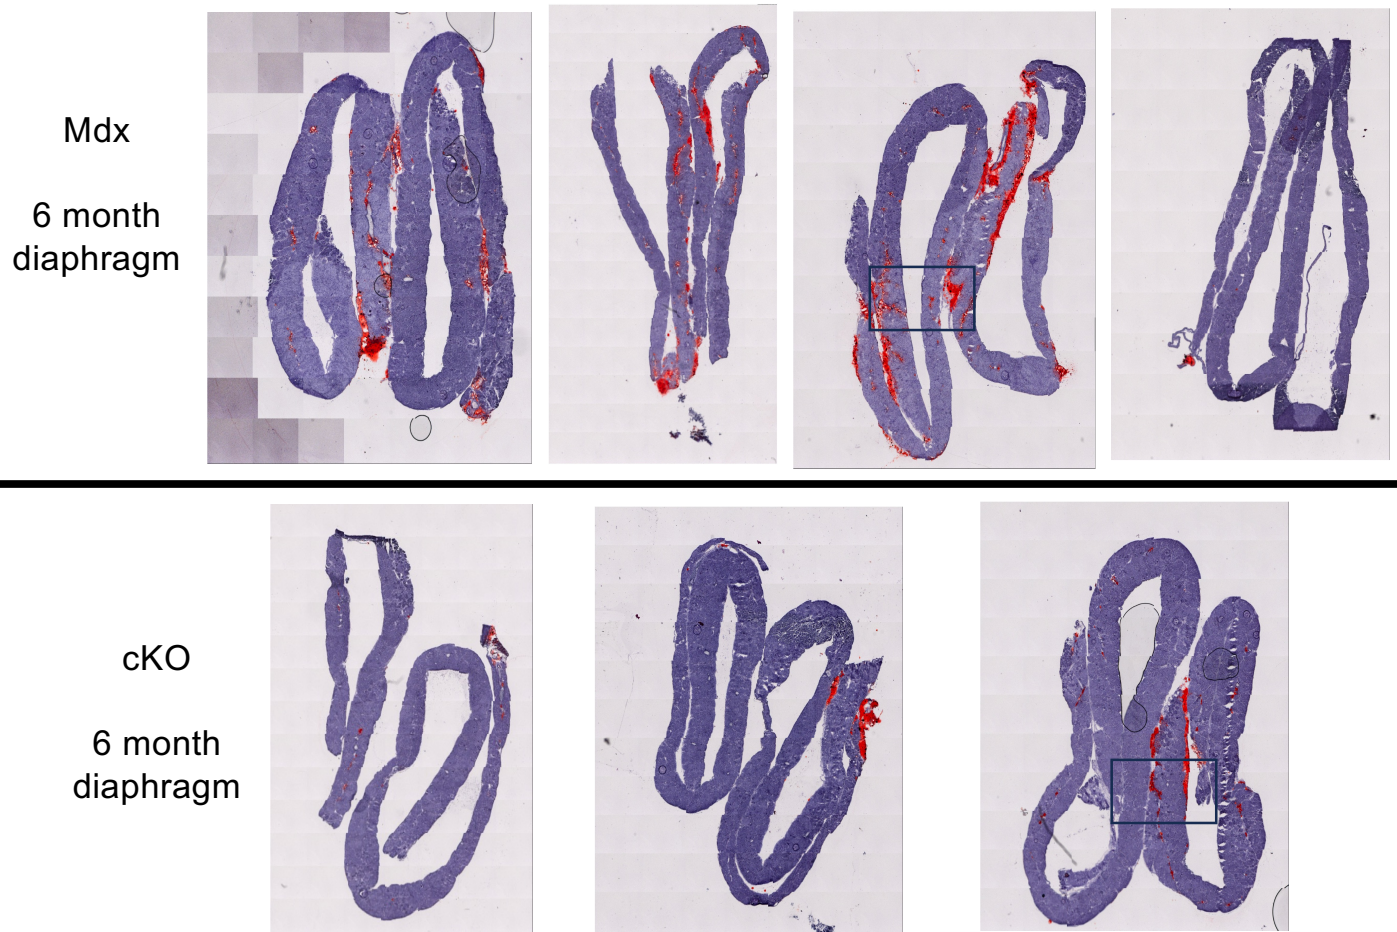

**Supplemental Figure 6: cKO diaphragms show reduced intramuscular fat by Oil red O stain**

*Low power images of Oil red O stain of diaphragms from 6 month old mdx and cKO mice. The black box on the micrographs (third from left for both genotypes) shows where the images in Figure 6 were derived.*

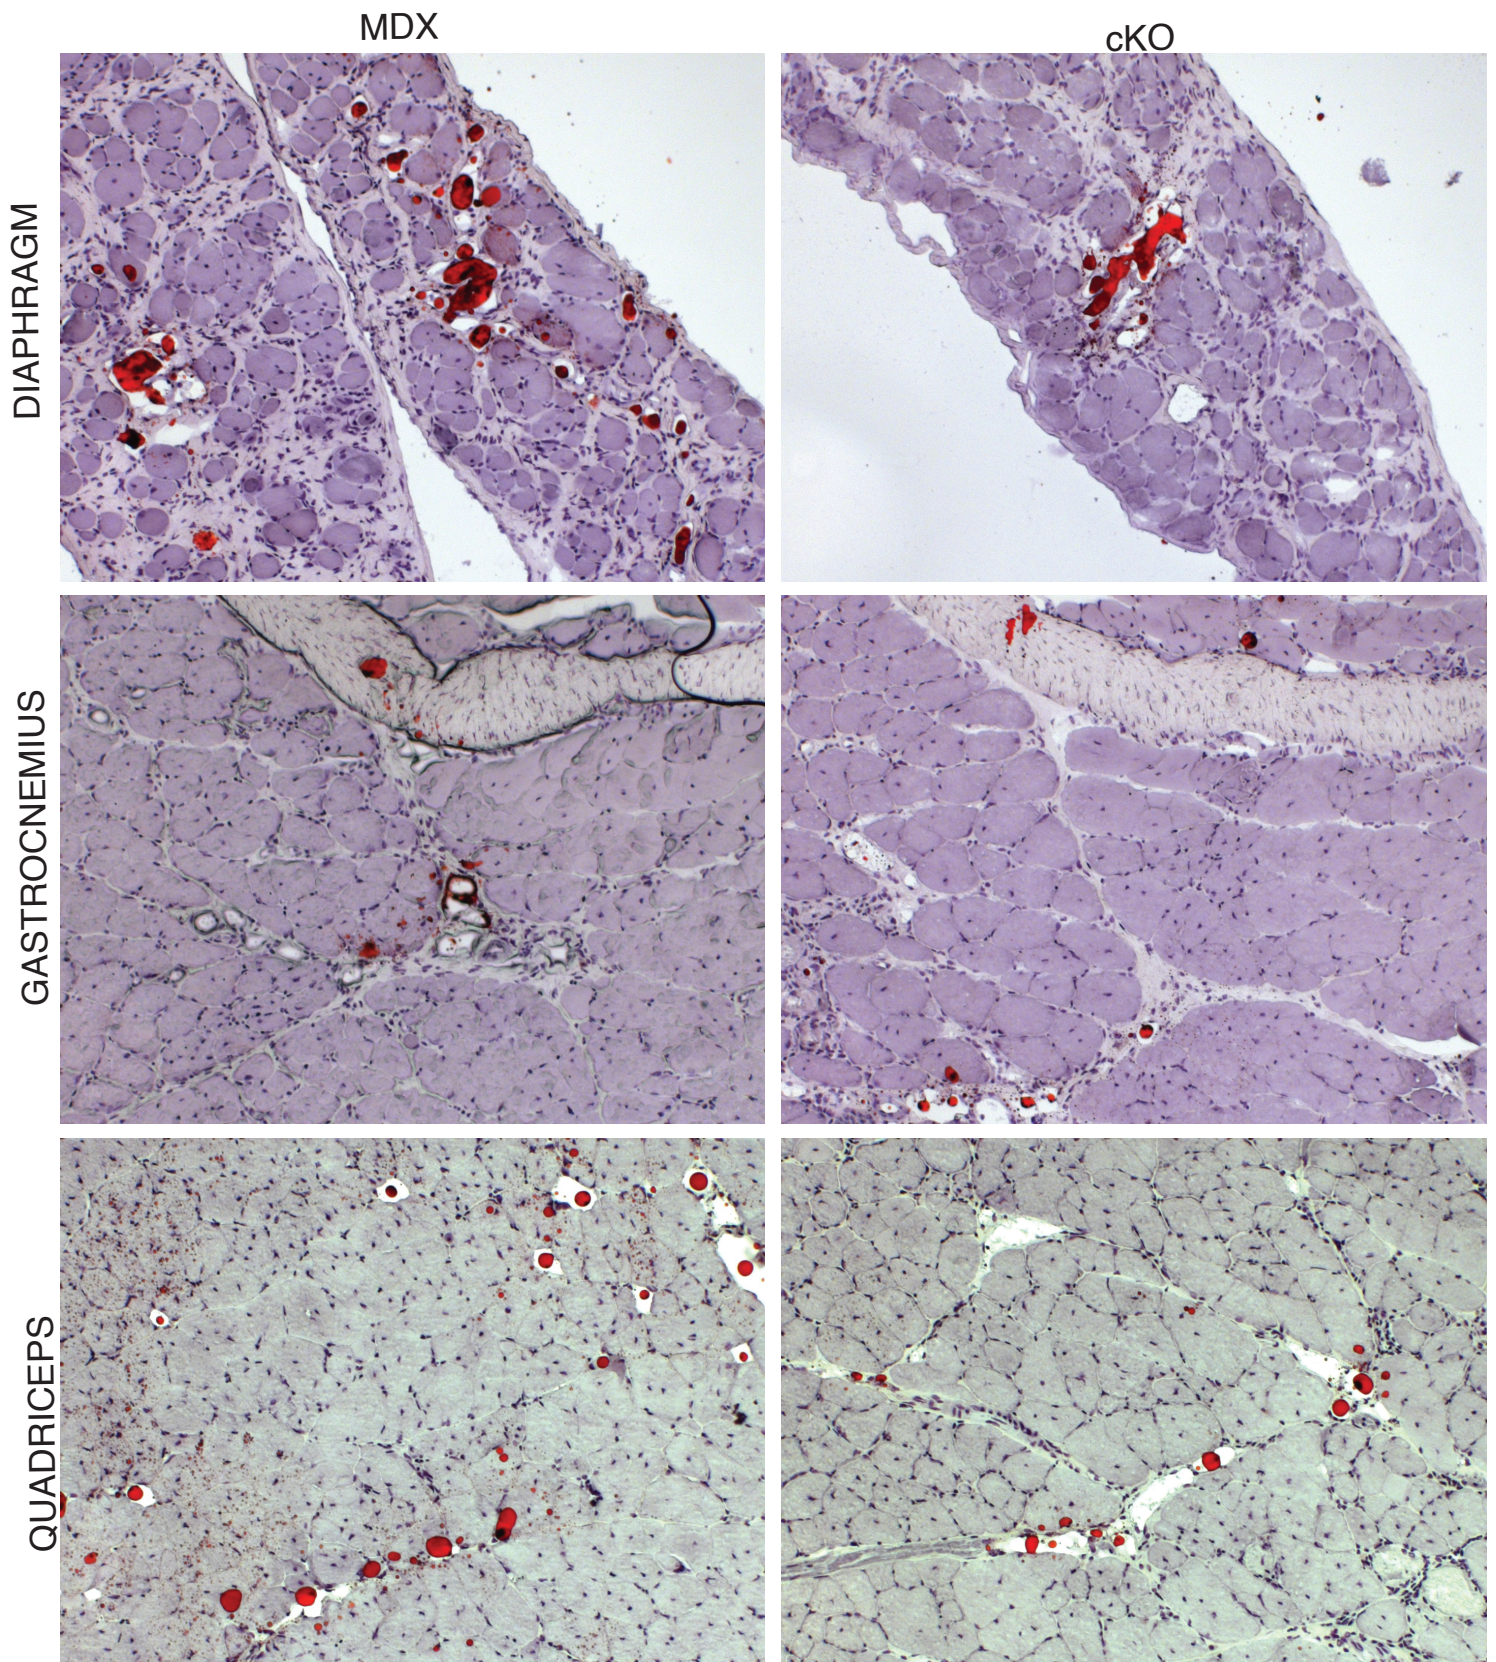

**Supplemental Figure 7: Mdx diaphragms show much higher IMAT compared to gastrocnemius and quadriceps muscles**

Low power images of Oil red O stain of diaphragms from 1 year old mdx and cKO mice. Gastrocnemius muscles were given an injection of cardiotoxin 1 week prior to sacrifice. Quadriceps were not injected. Red areas show deposition of fat revealed by Oil red O. All images taken at the same magnification.

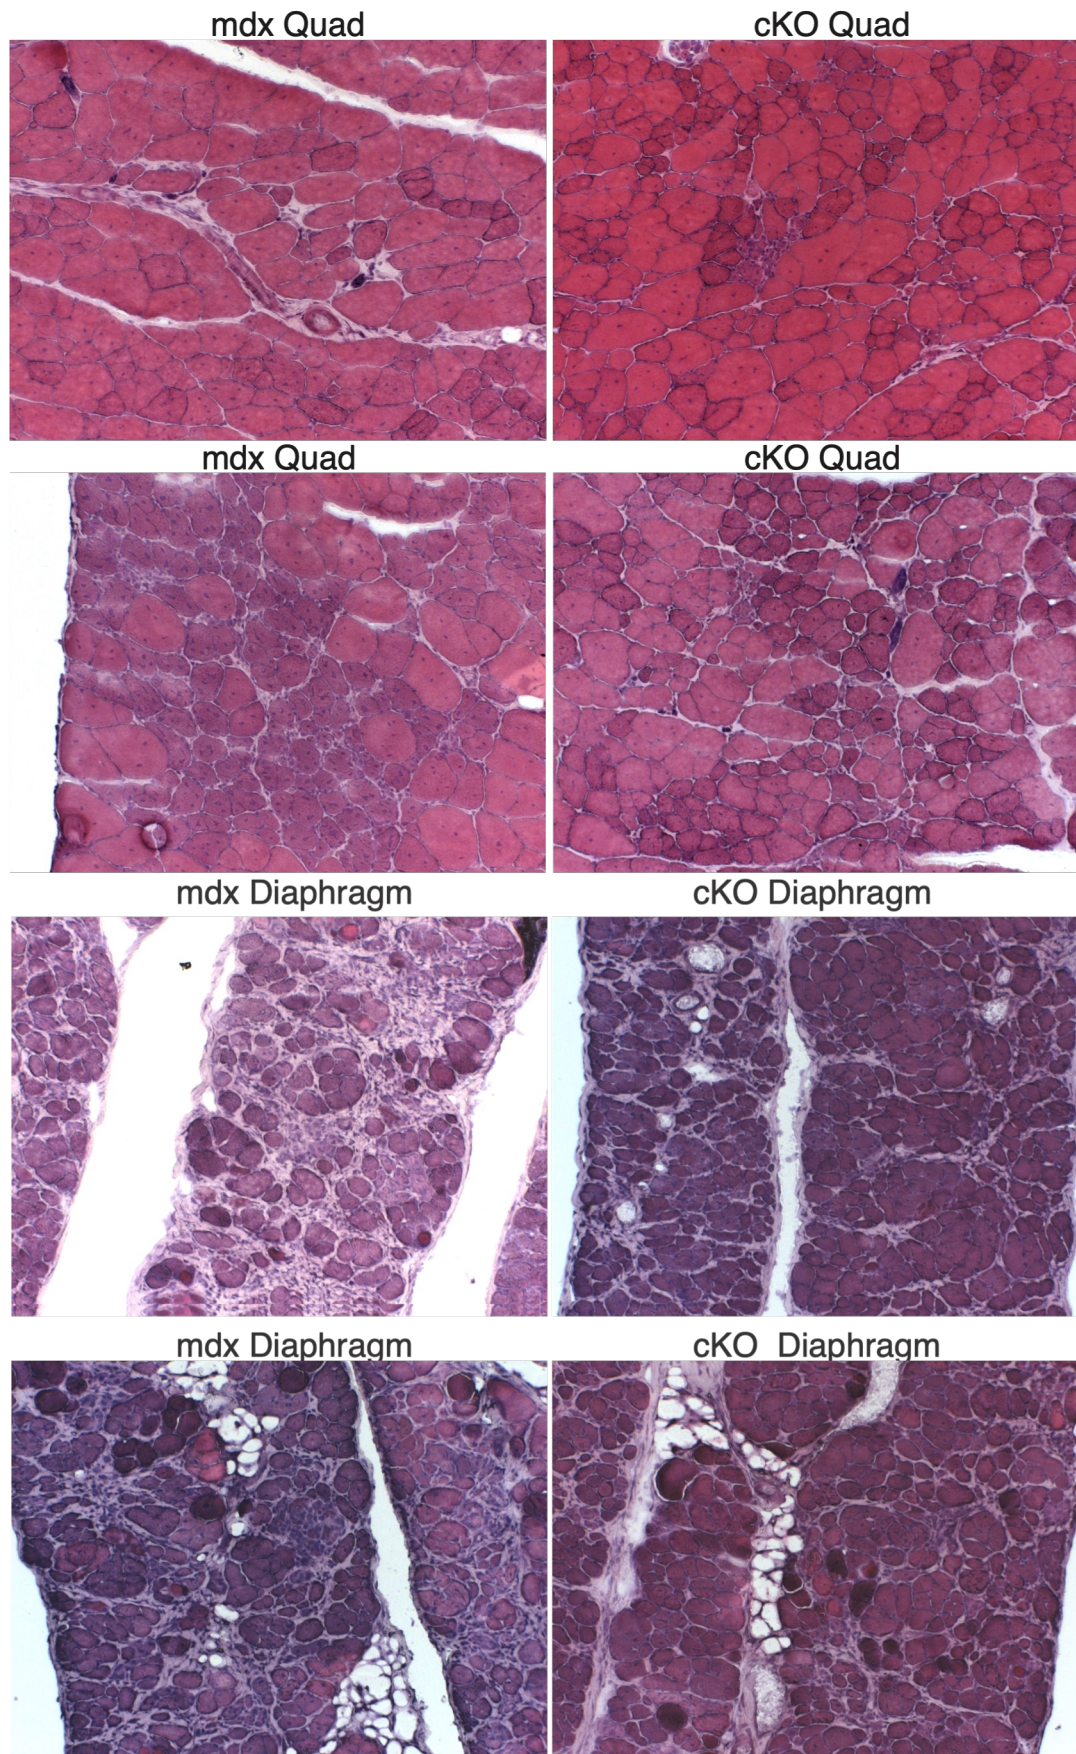

*Supplemental Fig. 8 Hematoxylin and eosin-stained cross sections of quadriceps (top four micrographs) and diaphragm (bottom four micrographs) muscles from 7 month old mdx and CKO mice.*

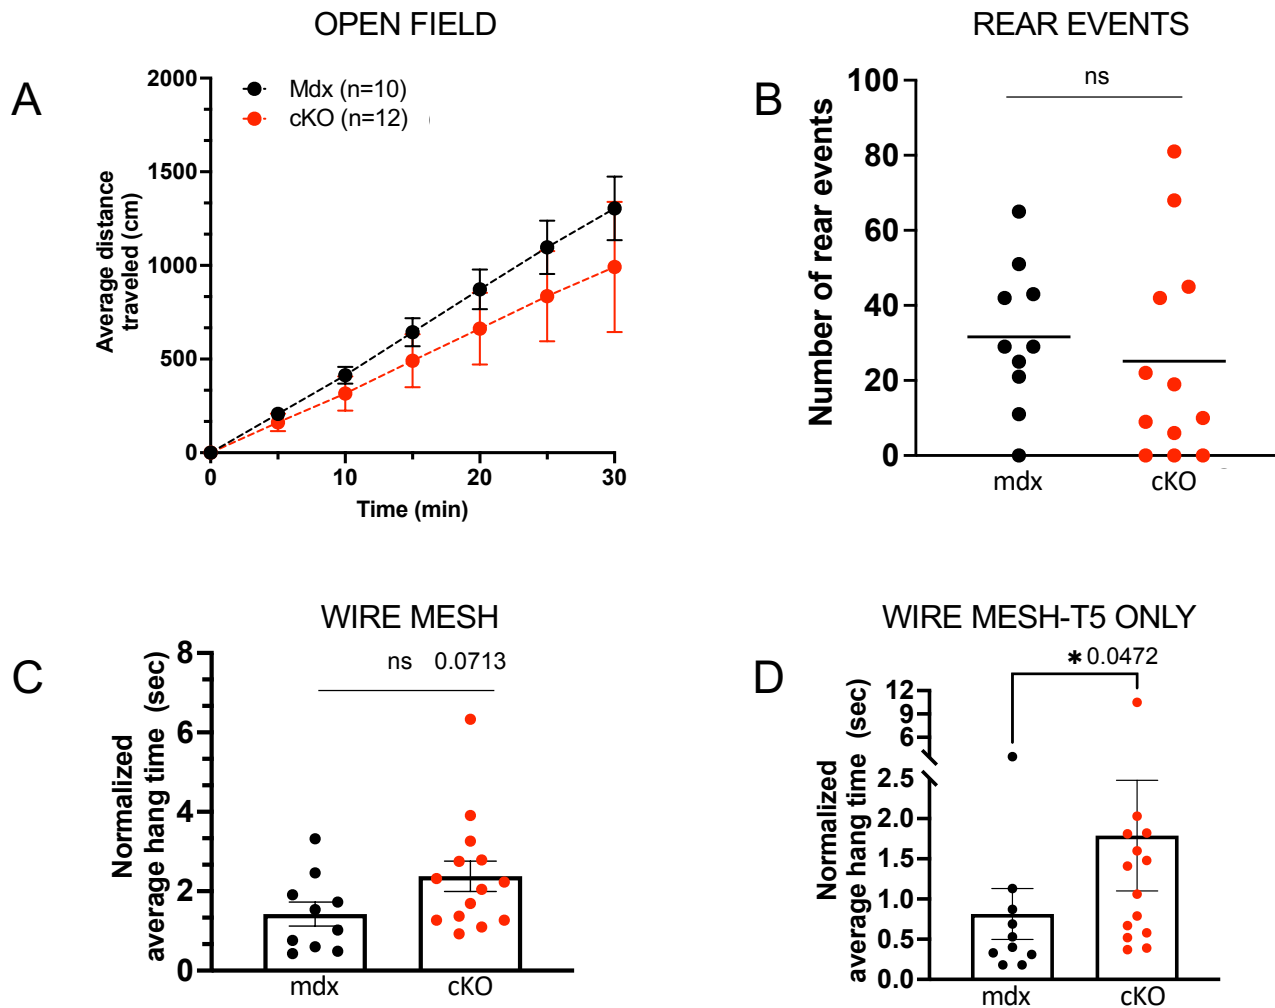

**Supplemental Figure 9 Functional testing of dystrophic mice with or without conditional ablation of *Spp1* from macrophages reveals few differences in hindlimb muscle strength.**

(A) Open field test (average distance traveled).

(B) Open field test (number of rear events)

(C) Wire mesh (normalized to body weight).

(D) Wire mesh using only the fifth hang time, normalized to body weight.

How the deposited data were processed for this re-analysis (not part of the article)

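Single cell RNA-seq was analysed from 2 libraries, 1 of mononucleated cells from limb and diaphragm muscle of mdx mice and 1 from cKO mice, each reported by the paper as 3 mice. The paper's text gives the age as 3 months and its figure legend as 12 weeks. The libraries were made with a 10x Genomics 3' kit. The submitters' processing notes name Cell Ranger 7 and mm10, the paper's methods name Seurat, and the aligner settings are not given in the sources used here. The libraries were matched to the genotypes by their names, read as Cre-positive and Cre-negative, and by the number of cells the paper gives for each. The genotype label of the mdx sample reads as a wild-type control, which conflicts with its title, its library name and the paper, and was taken to mean wild type for the Spp1 deletion.

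The deposited values are per cell. The authors' UMI counts and gene counts are raw whole numbers, summed over all genes of a cell. The deposited mitochondrial values are a fraction of UMIs between 0 and 1, although the column is named as a percent, and were multiplied into percent here. The deposited S and G2M values are a score from Seurat for the expression of genes of each cell cycle phase relative to control genes, and the paper's methods do not describe the scoring. The authors' cluster numbers come from Seurat at a resolution of 0.5, and both deposited cluster columns hold the same number in all 17813 cells. The table holds cells with 501 to 59452 UMIs, 105 to 7094 genes and up to 9.99% mitochondrial UMIs, so the limits on genes stated in the methods do not describe it: 6 cells lie under 200 genes and 8040 above 1800.

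The depth was 43185486 UMIs over 7156 mdx cells and 59240298 UMIs over 10657 cKO cells. These numbers of cells give a 95% interval of 18.3% to 20.2% around a share of 19.2% in mdx, and of 0.292% to 0.543% around a share of 0.403% in cKO. Cells could not be thinned to 1 depth without their counts per gene, so scores and clusters are compared between libraries that differ in UMIs per cell. Values matched for UMIs are given for the shares of clusters 6 and 11 only, and no cell cycle score was matched.

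The clusters were named by comparing every set of clusters with the cell numbers per type in the paper's supporting data values, keeping the set equal to both genotypes' numbers. The number of sets within 10 cells of both numbers ranged from 1 to 23 per type. The matching was tested on simulated data: the true set was found for 158 of 158 simulated cell types and was the only match for 157. As every set was compared, finding the true set was assured, so only the 157 single matches inform. Of 100 random pairs of totals in the range of the larger types, 6 were matched exactly by some set of the real clusters, so a single match could arise by chance, but the 9 matches together had to divide the 20 clusters without overlap. The 95% interval for a ratio of shares held the true ratio in 473 of 500 simulations.

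Shares, exact (Clopper-Pearson) intervals, ratios of shares with log intervals, medians and quartiles were computed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. With 1 library per genotype no test was run, and the intervals cover counting error only, not differences between mice or preparations. Before the data were examined, these alternatives were set for the shares: leaving out red blood cells or macrophages from the denominator, counting immune cells only, using another cluster column, keeping cells with at most 10% mitochondrial UMIs, at least 500 genes or at least 1000 UMIs, and leaving out the 5% of cells with the most UMIs in each library as possible doublets. For depth, the mean and an equal weight for each cell type were set. Other settings were added after seeing the data: the limits stated in the methods, denominators without macrophages and stromal cells or without cluster 6, the share of cells above 0.2 on the higher of the 2 cell cycle scores with thresholds of 0.1 and 0.3 beside it, and the same share over stromal cells outside cluster 6 and over T cells with cKO clusters weighted as in mdx. The rule for named genes, fixed before the data were examined, was that no gene would be given a value if the table held no expression values, so Spp1 and the marker genes have none here. The monocyte and macrophage subtypes and the stromal subtypes of the paper's subclustering were not analysed here, and the clusters of all cells stand in for them by number. The exons of Spp1 were taken from GENCODE release M21 on GRCm38, the build that mm10 denotes.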

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

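The tests on cell cycle scores, on cluster 6 and on cluster 11 and the denominator without macrophages and stromal cells were chosen after the results were seen, while the denominator without macrophages was set before the data were examined, with its reading written after.

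The cell cycle scores, on which the paper does not report, exceeded 0.2 in a larger share of cKO than of mdx cells, with intervals that do not overlap, for 2 cell types. Among T cells the share with an S or G2M score above 0.2 was 6.59% in cKO (59 cells, 95% interval 5.06 to 8.42) and 2.58% in mdx (34 cells, 1.80 to 3.59), with 22 and 15 cells between 0.15 and 0.25. With cKO clusters weighted as in mdx the cKO share was 3.72%, and at this threshold the intervals overlapped within cluster 8 (12.0%, 9.23 to 15.4, in cKO and 8.26%, 5.60 to 11.7, in mdx) and within cluster 5 (0.698%, 0.144 to 2.03, and 0.518%, 0.168 to 1.20). At a threshold of 0.1 they did not overlap within cluster 8 (19.6%, 16.1 to 23.5, in cKO and 12.0%, 8.76 to 15.8, in mdx) or cluster 5 (9.07%, 6.53 to 12.2, and 3.73%, 2.63 to 5.13). Among stromal cells the shares were 3.34% in cKO (2.73 to 4.04) and 1.22% in mdx (0.799 to 1.78), with 11 and 9 cells between 0.15 and 0.25, but outside cluster 6 they were 3.22% (2.62 to 3.92) and 2.81% (1.81 to 4.15). The scores were not matched for UMIs, of which T cells had a median of 2040 in cKO and 3536 in mdx.

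Stromal cluster 6 was nearly absent from the cKO library, with 59.9% of mdx and 1.42% of cKO stromal cells. Low depth alone is argued against: the cKO share of stromal cells in the cluster rose as UMIs fell, from 0 of 535 cells at 6000 to 8000 UMIs to 1.71% (11 of 642) at 2000 to 4000 and 11.8% (28 of 238) at 500 to 2000, but the mdx shares there were 30.6%, 86.0% and 84.3%. A shift of the whole library is argued against too, since no other cluster took more than 79.2% of its cells from 1 library at equal library sizes, against 97.8% for cluster 6. What stays open is a difference in preparation that touched non-immune cells, which cannot be told apart from genotype with 1 library each: of 7 other non-immune clusters, the ratio of median UMIs, mdx to cKO, lay outside the range of the immune clusters (1.26 to 1.82) in 5, below it at 0.673 for endothelial cells, 0.666 for muscle stem cells, 0.927 for smooth muscle cells and 0.686 for stromal cluster 17, above it at 1.84 for RBCs, and inside it for the 2 large stromal clusters, at 1.45 each. These ratios carry no interval, so the count of clusters outside the range does not show such a difference. Those of smooth muscle cells and muscle stem cells rest on 21 and 32 mdx cells, and RBCs lie just above the range. A loss of cluster 6 by genotype also stays open and was not tested. The paper proposes that myeloid-derived Spp1 helps to maintain the Procr+ and Lifr+ populations, with which cluster 6 was compared by number only.

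Neutrophils, T cells and B cells had lower shares in cKO, where macrophages had a higher one. More macrophages alone would leave the other shares in proportion, but without macrophages the ratio was 0.669 (0.620 to 0.722) for T cells and 0.471 (0.414 to 0.535) for B cells. For neutrophils the ratio was 0.873 (0.814 to 0.937) without macrophages and 1.14 (1.07 to 1.21) without macrophages and stromal cells. Without macrophages and stromal cells T cells gave 0.870 (0.812 to 0.933) and B cells 0.613 (0.542 to 0.693). These values cannot decide which of the 3 types changed in number. In that denominator neutrophils, T cells and B cells were 3304 of 3649 mdx cells and 2383 of 2851 cKO cells. Fewer T cells and B cells would raise the neutrophil ratio there, and more neutrophils would lower the T cell and B cell ratios. Shares carry no absolute cell numbers, so fewer cells of any of these 3 types cannot be told apart from more cells of other types. A difference in preparation cannot be told apart from genotype either, with 1 library each. RBCs were lower in cKO as well over all cells, with a ratio of 0.585 (0.475 to 0.721). Without macrophages the RBC ratio was 0.857 (0.697 to 1.05), an interval that includes 1. A biological difference by genotype was not tested.

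Macrophage cluster 11, whose cells have high S and G2M scores, held 20.4% of mdx and 8.47% of cKO macrophages. Free RNA of dividing cells that raises scores in every cell type alike is argued against by stromal cells and T cells only. The excess in mdx is at least 9.02 points (lower bound in mdx less upper bound in cKO). Only 1.22% of mdx stromal cells (0.799 to 1.78) and 2.58% of mdx T cells (1.80 to 3.59) had a score above 0.2. The share was also larger in mdx than in cKO for neutrophils (18.5%, 16.5 to 20.7, against 13.9%, 12.0 to 16.0), RBCs (48.1% against 43.6%) and B cells (12.0% against 11.7%), the last 2 with overlapping intervals. Their mdx shares exceed 9.02%, so neutrophils, RBCs and B cells do not argue against it. A rise in scores too small to pass 0.2 would not show in these shares. Free RNA that raises scores in some types only was not tested. The lower depth of cKO macrophages cannot be told apart from a difference in cycling cells: at the UMI counts of mdx macrophages the cKO share was 19.6% with UMIs as deposited and 11.1% with cKO UMIs scaled by the ratio of medians outside the cluster (7353 and 5237.5). As cycling cells carry more UMIs, neither value settles it. Over all cells cluster 11 made up 3.93% in mdx and 3.80% in cKO, a ratio of 0.968 (0.834 to 1.12). The ratios of the other macrophage clusters over all cells ran from 1.61 (cluster 12) to 3.80 (cluster 3). Fewer cells of cluster 11 therefore cannot be told apart from more macrophages of the other clusters, because shares carry no absolute cell numbers. A biological difference by genotype was not tested.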

How the results depend on the processing

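Of 181 alternative values, 8 crossed 1 where the interval of the reported ratio lies apart from 1 (called reversed below). Another 52 moved out of the 95% interval of the reported value (for a median, from the binomial distribution of ranks). The rest stayed within it. The cause was not tested except where the denominator itself, or the share of cells kept by the stated limits, sets it. The other cluster column and the limit of 10% mitochondrial UMIs changed no cell, so they say nothing about stability. The settings with the limits stated in the methods, without cluster 6, and without macrophages and stromal cells, and those for cell cycle scores, were chosen after seeing the data. Values are ratios of cKO to mdx shares. Without macrophages the ratio was 0.471 for B cells, 0.669 for T cells, 0.873 for neutrophils, 0.857 for RBCs and 1.59 for endothelial cells, and reversed to 1.40 for stromal cells. Without macrophages and stromal cells it was 0.613 for B cells, 0.870 for T cells, 2.07 for endothelial cells, 3.24 for muscle stem cells and 3.29 for smooth muscle cells, and reversed to 1.14 for neutrophils and 1.12 (0.910 to 1.37, which includes 1) for RBCs. Neutrophils, T cells and B cells make up most of this denominator, and shift each other's ratios and those of the rarer types. These reversals therefore cannot tell whether the direction is stable. Without cluster 6 it was 0.265 for B cells, 0.377 for T cells, 0.492 for neutrophils and 1.92 for macrophages, and reversed to 1.93 for stromal cells. Within the stated limits it was 0.424 for B cells, 0.571 for T cells, 0.824 for neutrophils and 0.776 for stromal cells. For macrophages it was 6.16, and for RBCs it reversed to 1.42. The limits kept 18.1% of mdx and 37.3% of cKO macrophages, and 35.3% and 66.9% of RBCs, which raises both ratios. The reversal for RBCs therefore cannot tell whether the direction is stable. Neutrophils gave 0.509 with at least 500 genes and 0.505 with at least 1000 UMIs, and macrophages 2.50 without the 5% of cells with the most UMIs. For cluster 6 among stromal cells the ratio was 0.0163 with at least 500 genes, 0.0143 with at least 1000 UMIs and 0.0439 within the stated limits. For cluster 11 among macrophages it was 0.968 over all cells and 0.815 within the stated limits, where cluster 3 gave 1.13 and cluster 12 gave 0.854. The limit of 1800 genes removed most of cluster 11, so 0.815 cannot tell whether its ratio is stable. Cluster 12 reversed to 1.61 over all cells, cluster 1 to 0.912 (0.808 to 1.03, which includes 1) within the stated limits, and cluster 0 to 0.888 among stromal cells outside cluster 6. The share of cells with a cell cycle score above 0.2 had a ratio of 1.44 for T cells with clusters weighted as in mdx, against 2.55, and of 1.15 for stromal cells outside cluster 6, against 2.74. The median UMIs per cell of 4154.5 in mdx and 4696 in cKO became means of 6035 and 5559 and type-weighted values of 4378 and 3925, which turns the order. Genes per cell became 1716 and 1870 as means and 1572 and 1578 type-weighted. The mitochondrial share became 3.73% as a mean in cKO, and 4.28% in mdx and 4.18% in cKO type-weighted. The subtypes of the paper's subclustering gave no value, so their alternatives were run on clusters or, for the Lifr+ and Procr+ cells, not run. No paired analysis was possible because each genotype is 1 library and no result comes from a test. With 32 and 21 mdx cells, muscle stem cells and smooth muscle cells are the types with the fewest cells, which leaves their counting intervals wide.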

Differences from the paper's values

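The paper's methods remove cells with more than 20% mitochondrial UMIs, and the highest share among the deposited cells was 9.99%, which that limit allows. The paper's lower limit is 200 genes, and the fewest genes in a deposited cell were 105, with 6 cells under the limit. The paper's upper limit is 1800 genes, and the most genes in a deposited cell were 7094, with 2635 mdx cells (36.8%) and 5405 cKO cells (50.7%) above the limit. The number of cells the paper analysed in each genotype equals all deposited cells, not the 4516 mdx and 5251 cKO cells within its limits. The alternatives set before the data were examined only remove cells or change none, so none could raise the highest mitochondrial share, and none brought the fewest or the most genes within 1.5 times the paper's limit. Keeping cells with at least 500 genes gave a fewest of 500, and leaving out the 5% of cells with the most UMIs gave a most of 4429.

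The paper describes the frequencies of macrophage subtypes as without large changes. Among the 5 macrophage clusters of the clustering of all cells, which are not those subtypes and cover 1376 mdx and 4781 cKO cells (the paper's subclustering covers 969 and 4028), cluster 11 had a 2.41-fold higher share in mdx and cluster 3 a ratio of 1.63 of cKO to mdx, while clusters 1 and 4 had ratios of 1.10 and 1.14. The size of each larger difference depended on the setting. At the UMI counts of mdx macrophages the cKO share of cluster 11 was 19.6% as deposited and 11.1% scaled, against 20.4% in mdx. The limits stated in the methods, a setting chosen after seeing the data, gave ratios whose intervals include 1. These were 0.815 (0.346 to 1.92) for cluster 11 and 1.13 (0.900 to 1.42) for cluster 3. For cluster 11 this setting cannot decide whether the difference holds. Its lower quartile of genes per cell was 3157 in mdx and 2575 in cKO, above the limit of 1800. Within the limits the cluster held only 2.41% of mdx and 1.96% of cKO macrophages.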

Other observations

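The composition of the immune cells below the level of the 9 cell types also differed between the libraries, and these values were chosen after the results were seen. Cluster 5 held 73.3% of mdx T cells (95% interval 70.9 to 75.7) and 48.0% of cKO T cells (44.7 to 51.4), the rest being cluster 8. High cell cycle scores were more common in cluster 8, with 8.26% of mdx and 12.0% of cKO cells above 0.2, than in cluster 5, with 0.518% and 0.698%. Neutrophil cluster 13, whose median G2M score was 0.629 in mdx and 0.701 in cKO, held 18.6% of mdx neutrophils (16.5 to 20.8) and 14.0% of cKO neutrophils (12.1 to 16.1). Neutrophil cluster 7 had almost no cells above 0.2, with 0.156% in mdx and 0.147% in cKO. The 2 B cell clusters kept nearly the same proportion, with cluster 15 at 27.8% of mdx B cells (24.4 to 31.3) and 29.0% of cKO B cells (24.1 to 34.3).

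Among stromal cells, the share above 0.2 was 4.16% in mdx and 5.30% in cKO for cluster 0 and 1.12% and 0.967% for cluster 2, while it was 0.157% in mdx (2 of 1277, 0.0190 to 0.565) and 11.6% in cKO (5 of 43, 3.89 to 25.1) for cluster 6. Muscle stem cells had 4 of 32 cells above 0.2 in mdx (12.5%, 3.51 to 29.0) and 22 of 81 in cKO (27.2%, 17.9 to 38.2), which overlap. Among macrophages the share above 0.2 was 20.8% in mdx and 9.29% in cKO, a ratio of 0.447, and the ratios at thresholds of 0.1 and 0.3 lay within its counting interval.

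The limits stated in the methods would keep 18.1% of mdx and 37.3% of cKO macrophages, but 94.5% and 92.3% of T cells, 57.0% and 36.2% of stromal cells, and 79.1% and 93.0% (40 of 43 in cKO) of the cells in cluster 6.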
